# Nuclear Receptor-Mediated Alleviation of Alcoholic Fatty Liver by Polyphenols Contained in Alcoholic Beverages

**DOI:** 10.1371/journal.pone.0087142

**Published:** 2014-02-03

**Authors:** Ruiqing Yao, Akihito Yasuoka, Asuka Kamei, Shota Ushiama, Yoshinori Kitagawa, Tomohiro Rogi, Hiroshi Shibata, Keiko Abe, Takumi Misaka

## Abstract

To elucidate the effect of the polyphenols contained in alcoholic beverages on the metabolic stress induced by ethanol consumption, four groups of mice were fed for five weeks on Lieber's diet with or without ethanol, with ethanol plus ellagic acid, and with ethanol plus trans-resveratrol. Alcoholic fatty liver was observed in the group fed the ethanol diet but not in those fed the ethanol plus polyphenol diets. Liver transcriptome analysis revealed that the addition of the polyphenols suppressed the expression of the genes related to cell stress that were up-regulated by ethanol alone. Conversely, the polyphenols up-regulated the genes involved in bile acid synthesis, unsaturated fatty acid elongation, and tetrahydrofolate synthesis that were down-regulated by ethanol alone. Because parts of these genes were known to be regulated by the constitutive androstane receptor (CAR), we performed the same experiment in the CAR-deficient mice. As a result, fatty liver was observed not only in the ethanol group but also with the ethanol plus polyphenol groups. In addition, there was no segregation of the gene expression profiles among these groups. These results provide a molecular basis for the prevention of alcohol-induced stress by the polyphenols in alcoholic beverages.

## Introduction

Alcoholic beverages contain a certain number of phytochemicals, most of which contain aromatic rings [1], [2]. For example, red wines contain various amounts of trans-resveratrol (RSV), a stilbene derived from grape peel. Grape peel also includes flavones and anthocyanidins [3]. Ellagic acid (EA) is generated from wood tannins during whisky aging in a barrel [4]. Beer contains several chalcones derived from hops [1], [2]. Whereas ethanol, which is the major components of alcoholic beverages, undergoes metabolic processes that have several effects on energy homeostasis, as described below, these phytochemicals have been known to exhibit various medicative effects on metabolic abnormalities. RSV is famous for the causative factor of French paradox and has a protective effect against cardiovascular diseases [3], [5], [6]. EA is reported to inhibit the inflammation of vascular tissues [5], [7], [8]. Hops chalcones have the ability to decrease blood lipid levels [5], [9], [10]. Parts of these effects are attributable to their antioxidative activities because reactive oxygen species (ROS) are thought to play the main causative roles in these metabolic abnormalities [11]–[13]. While the bioavailability and the tissue distribution of these phytochemicals vary depending on their molecular nature, they are thought to act on the ROS sources over a broad spectrum. However, there is emerging evidence that these phytochemicals interact with molecular targets to exert ameliorative effects on metabolic syndromes.

RSV has been reported to influence the activities of the key metabolic regulators, such as NAD-dependent protein deacetylases (SIRTs) and adenosine monophosphate activated kinase (AMPK). These molecules function as sensors for lowered energy status (increase in NAD and AMP concentration, respectively), and the action of RSV is considered to be mimetic of calorie restriction [3], [14]. There has been disagreement about the direct target of RSV, but recent research has raised the possibility that phosphodiesterases (PDEs) may be the farthest upstream target in the AMPK - SIRT signaling axis [15]. RSV is also reported to activate the other metabolic regulators, the nuclear receptors (NRs). Peroxisome proliferator-activated receptor (PPAR: NR1C1, 2, and 3) is one of the NRs of this kind, and it receives fatty acid derivatives as endogenous ligands to regulate lipid homeostasis [16], [17]. Because the synthetic PPAR agonists, which have been used as drugs for type 2 diabetes, cause liver damage, food-derived phytochemicals showing PPAR agonistic activity are attracting attention from the standpoint of disease prevention [18]–[20]. The constitutive androstane receptor (CAR: NR1I3), which belongs to the NR1I subfamily, and its relative, the pregnene X receptor (PXR: NR1I2), is the other one that responds to phytochemicals [21]. CAR is known as a drug-responsive nuclear receptor that induces the detoxification of xenobiotics, but recent studies have revealed its expanded roles in regulating the genes related to energy metabolism [22]. Two groups have reported on the amelioration of fatty liver symptom by the artificial mouse CAR activator, 1,4-Bis(3,5-dichloro-2-pyridyloxy)benzene (TCPOBOP), one in ob/ob mice and the other in mice fed high fat diet [59], [60]. But this chlorinated phenolic compound has hepatocarcinogenic effect, and thus can not be a suitable model for food mediated therapy of fatty liver. We have screened 32 phytochemicals for their capacity to activate CAR and found that some hydroxyl flavones, including chrysin (5, 7-OH flavone), RSV, and EA, elicited the activities as strongly as known artificial CAR activators. In particular, chrysin induced *cyp2b10* gene expression in mouse liver in a CAR-dependent manner, suggesting the possibility that food-derived polyphenols can regulate CAR, alleviating metabolic abnormalities [23], [24].

Under the condition of appropriate energy provision, chronic alcohol intake inflicts progressive damage on energy metabolism, causing alcoholic fatty liver (AFL) and insulin resistance, finally leading to the diseases such as cirrhosis and diabetes [11], [12], [25], [26]. Therefore, prevention of AFL by food factors, not by drugs, provides good health benefits. Absorbed ethanol undergoes oxidation steps catalyzed by three types of enzymes—cytosolic alcohol dehydrogenase (ADH), microsomal CYP2E and peroxisomal catalase—producing acetaldehyde, which is further oxidized to acetic acid by mitochondrial acetaldehyde dehydrogenase (ALDH). These enzymatic systems have been implicated as the sources of ROS, and parts of them (those by ADH and ALDH) are coupled with the reduction of nicotinamide adenine dinucleotide (NAD) to NADH. It has been shown that ROS inactivate the enzymes in β-oxidation and the TCA cycle [12], [25]. In addition, the excess supply of NADH inhibits the NADH-producing steps of these catabolic pathways [12], [25]. These impacts on the metabolic pathways are thought to trigger an out-of-balance state of lipid metabolism within liver and to promote AFL.

Transcriptomic analyses of AFL progression have been conducted by several groups; the researchers generally focused on the monophasic changes of gene expression in parallel with aggravation of the symptoms [27]–[29]. One of the weaknesses of this type of approach is that the way to select genes basically depends on changes in their expression levels, provided that there is no supporting physiological data about such genes. This can lead to misidentification of genes of less importance or overlooking potentially relevant genes. Additionally, it should be noted that this type of study tends to highlight genes involved in the worsening of liver diseases, not in the amelioration of it. In this study, we have examined the effects of two types of polyphenols, EA and RSV, on the progression of AFL in a mouse model. Because they showed similar suppressive effects on AFL, we conducted a liver transcriptome analysis, tracing the biphasic change of the symptoms, *i.e.*, from the normal state to fat accumulation and amelioration, to extract genes that would help to induce amelioration.

## Materials and Methods

### Mouse maintenance

All animals were maintained following the Guide for the care and use of laboratory animals provided by the Ministry of Education, Culture, Sports, Science, and Technology, Japan. Five-week-old C3H/HeN female mice (CLEA, Japan) were acclimated to the maintenance condition (25°C, 8:00–20:00 day/20:00–8:00 night cycle and 35∼40% humidity), fed a CE-2 diet (CLEA, Japan), and given water *ad libitum* for one week. Each group of mice (n = 4 for wild type mice analysis and n = 3 for CAR decficient mice analysis) was fed Lieber's isocaloric diet (Oriental yeast, Japan) containing water, containing ethanol, containing ethanol and ellagic acid (Fluka Biochemika, Switzerland), or containing ethanol and *trans*-resveratrol (Sigma, USA) (Table S1) for one week at 10:00 *ad libitum*. Then, the mice were fed each diet at 12 g/day for four weeks (Fig. S1A). The approximate intake of each polyphenol was 50 mg/kg body weight/day. At 10:00 of the final day of the experimental period, the animals were anesthetized by diethyl ether, sacrificed by cervial fracture, and the heart blood, and the liver were collected. The serum biochemical analyses were conducted by Nagahama Science Laboratory (Japan). The protocol for the animal experiments was approved by the Animal Use Committee of the Faculty of Agriculture at The University of Tokyo. CAR-dificient (C3H/HeN background) mouse strain was kindly provided by Dr. Negishi Masahiko in National Institute of Environmental Health Sciences, National Institute of Health, USA.

### Histochemical analysis

The right and left lobes of the liver in each mouse were dissected and stored at −80°C. Each part was cryosectioned (10 micro-m), air dried, fixed in phosphate-buffered saline containing 4% formaldehyde for 10 min, and rinsed in 60% isopropanol. Sections were stained in 60% isopropanol containing 0.3% Oil Red-O (Sigma, USA) for 15 min, rinsed in 60% isopropanol, and mounted. Sections were observed under a microscope (IX70, Olympus, Tokyo, Japan), and the images of each section were obtained using a DP70 digital camera system (Olympus, Tokyo, Japan). The staining intensity (SI) of Oil Red-O was determined by integrating the pixel signal levels on the red color channel using Photoshop® (Adobe Systems, San Jose, CA) and Image J free software. Then, the SI value of the red color channel was divided by that of the blue color channel to obtain the normalized SI value. The normalized SI values of the right and left lobe sections (two images for each lobe section) were averaged and used as the SI value of each mouse.

### DNA microarray analysis

Total RNA was isolated from 50 mg of mouse liver using ISOGEN (Nippon gene, Japan) and purified using an RNeasy Mini Kit (Qiagen, USA). The quality of the purified RNA was examined by the Agilent RNA 6000 Nano Assay protocol (Agilent technologies, Japan) and reverse-transcribed into cDNA using a One-Cycle cDNA Synthesis Kit (Affymetrix, Japan). A biotin-labeled anti-sense RNA probe was synthesized from cDNA using a GeneChip® 3′ IVT Express Kit (Affymetrix, Japan), fragmented, and hybridized with GeneChip® Mouse Genome 430 2.0 Array (Affymetrix, Japan) for 16 hr. The chip was washed, stained, and scanned with Affymetrix GeneChip Command Console software (Affymetrix, Japan). The probe signals were normalized by the Distribution Free Weighted (DFW) method, the Affymetrix Microarray Suite version 5.0 (MAS), the Factor Analysis for Robust Microarray Summarization (qFARMS), or the Robust Multi-array Averaging (RMA) on the R 2.7 or the R 2.12. platform, and the probes were selected according to the false discovery rate (FDR) values obtained by comparison of expression levels among the experimental groups. The selected gene sets were analyzed by the Database for Annotation, Visualization, and Integrated Discovery (DAVID; http//david.abcc.ncifcrf.gov/) [30] for their significant representation in certain Gene Ontology (GO) terms. All microarray data were submitted to The National Center for Biotechnology Information Gene Expression Ominibus section (Accession number: GSE52644).

## Results

### Alleviation of alcoholic fatty liver by ellagic acid and trans-resveratrol

Mice were fed one of four liquid diets for five weeks (Table S1, Fig. S1A) and sacrificed for observation of the fat accumulation in the liver. There was no difference in body weight or in relative liver weight among the treated groups (Fig. S1B and C). However, densely stained oil droplets were observed in the mice fed the EtOH diet (Fig. 1A). The quantification of staining intensities revealed that this accumulation was four times higher than the accumulation in mice fed control diet (Fig. 1B, control and EtOH). In contrast, the addition of EA or RSV to the diet formula significantly reduced this steatosis close to the control level (Fig. 1B). Analysis of the blood samples of each animal group revealed that triacylglycerol levels were reduced in all groups fed alcohol-containing diets and High-density lipoprotein (HDL) cholesterol levels were increased only in the groups fed the polyphenols (marked with “b”, Table S2). No significant between-group difference was observed in the concentrations of liver damage markers such as glutamic-pyruvic transaminase and glutamic-oxaloacetic transaminase (not shown).

**Figure 1:**
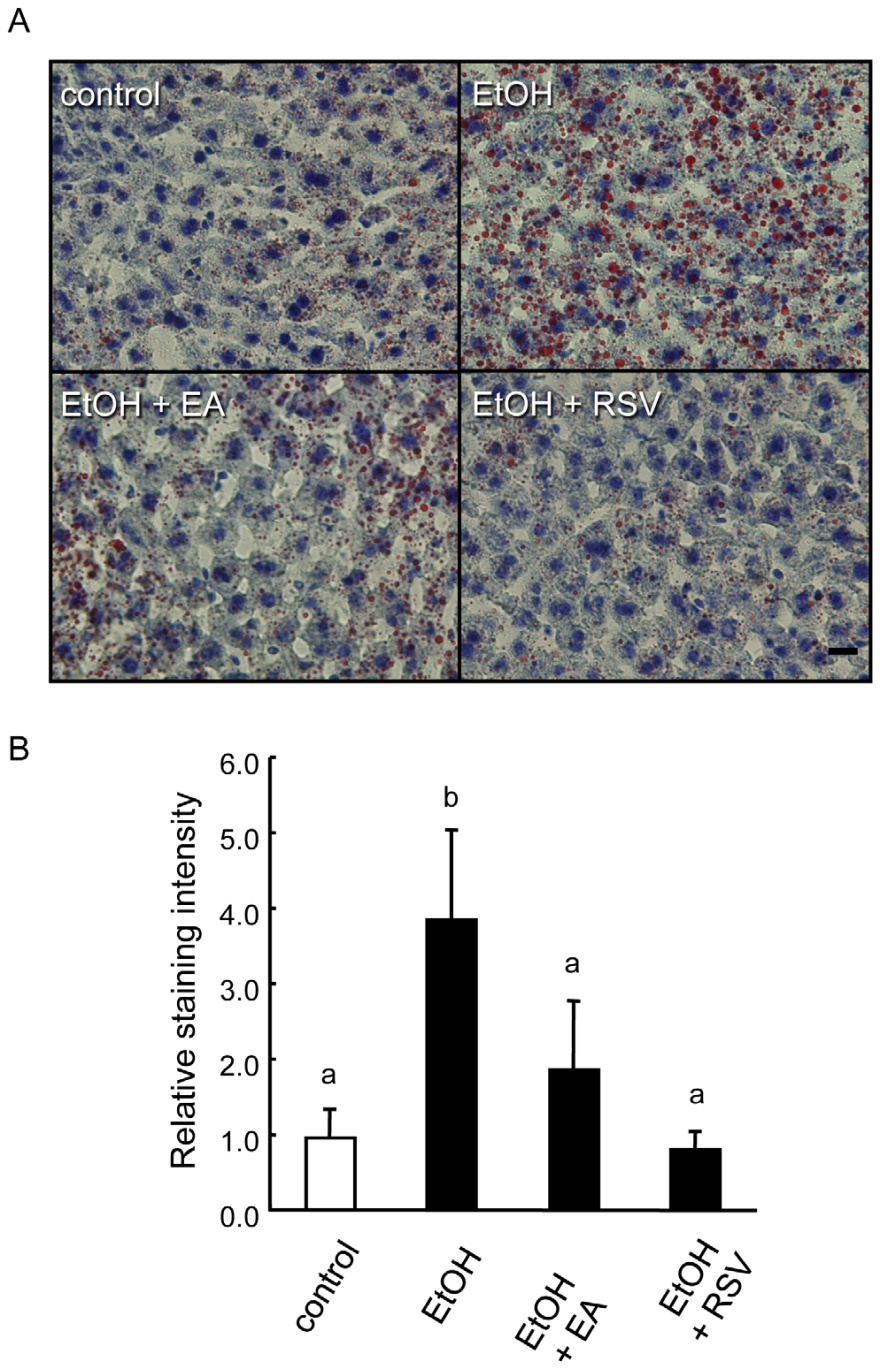
Effect of polyphenols on the alcohol-induced fatty liver in the mice. A, Oil red O staining of the liver sections from the mice fed the control, the ethanol, the ethanol plus ellagic acid, or the ethanol plus trans-resveratrol diet. A larger number of oil drops was observed in the section of the mouse fed the ethanol diet compared with the other sections. B, Quantification of the oil drop intensities per section by image analysis (see Materials and Methods). Differences (n = 4 and 5, Tukey-Kramer multiple comparison) were observed between the ethanol group (b) and the other groups (a). Scale bar, 10 µm.

### Extraction of genes correlated with the alleviation of alcoholic fatty liver

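Liver RNA from wild-type mice was hybridized to whole-genome Affymetrix mouse arrays, with 4 mice, each on an array of its own, for each of the control diet, the ethanol (EtOH) diet, the ethanol plus ellagic acid (EA) diet and the ethanol plus trans-resveratrol (RSV) diet. The authors summarised each probe set over the 16 arrays by DFW, which weights the probes of a probe set by how they vary, and deposited the values on a log2 scale. DFW also rescales the spread of each probe set, so a difference given here is a difference of DFW values and not a calibrated log2 fold change. For 85.3% of the 45037 probe sets the standard deviation over the 16 arrays was at most 0.01, and these are called compressed here. Diets were compared by limma, with adjustment by the method of Benjamini and Hochberg over all 45037 probe sets and a threshold of 0.05. A gene measured by several probe sets was represented by the probe set of highest mean level. Lists of genes with a common function were fixed before the values were seen and were tested by camera with a preset correlation of 0.01, with the p adjusted over the fixed lists. With the correlation estimated from the arrays, no list passed in any comparison of wild-type diets, and that p is given beside the first. The number of arrays, 4 per diet, limits the precision.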

To unravel the molecular mechanisms underlying these alleviative effects of the polyphenols, we compared the liver gene expression profiles of the groups using DNA microarray analysis. 

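In wild-type mice the liver arrays of the ethanol diet stood apart from those of the control diet and from the pooled arrays of the 2 ethanol plus polyphenol diets. With 1 minus Pearson's r over all probe sets as the distance, the mean distance between an ethanol array and a polyphenol array exceeded the mean distance within those groups by 0.00215. No other way of choosing 4 of these 12 arrays gave as large a value (exact permutation test, one-sided, p = 0.00202, the smallest that 495 choices allow). The arrays of ethanol and control differed by 0.00331 (mean distance between less mean distance within, exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). The difference was 0.0021 for EA against ethanol (exact permutation p = 0.0286), 0.00139 for RSV against ethanol (exact permutation p = 0.0571) and 0.000545 for EA against RSV (exact permutation p = 0.0286). Pearson's r between arrays lay between 0.9877 and 0.9993, with a median of 0.9946. A tree cut into 4 groups held the 4 control arrays in the first, the 8 polyphenol arrays together in the second, ethanol replicates 1, 3 and 4 in the third and ethanol replicate 5 alone. With each probe set scaled to unit variance, RSV replicate 4 shared a branch with ethanol replicates 3 and 4, and ethanol replicates 1 and 5 shared another. The nearest array was of the same diet for 11 of the 16 arrays.

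**Figure D1:**
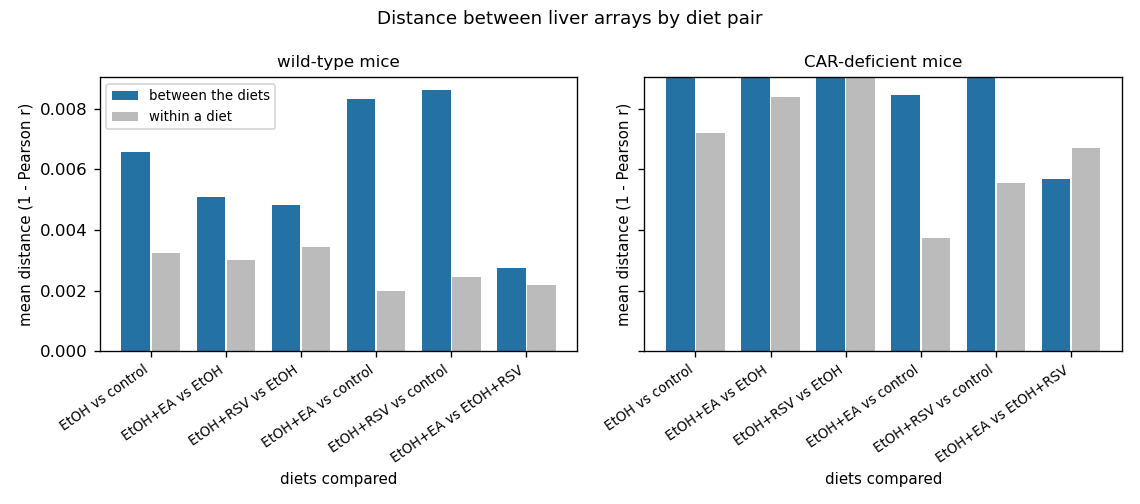
Mean distance (1 - Pearson r over all probe sets) between arrays of different diets and within a diet, for each pair of diets in wild-type (n = 4 arrays per diet) and CAR-deficient mice (n = 3). In wild-type mice the distance between ethanol and control arrays, 0.00656, exceeds that within these groups, 0.00325.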

When the gene expression levels were normalized by the qFARMS method, better segregation of the clusters that correspond to the diet groupings was observed (Fig. 2A). The probe sets were then selected according to their FDR values (>0.025), calculated from a comparison among the groups by the rank product method [31]. Next, we used two different strategies to extract genes whose regulation correlates with the amelioration of steatosis. One strategy is to select genes that are differentially regulated by the ethanol plus polyphenol diets compared with the ethanol diet (Fig. 2B). The other strategy is to select those genes regulated only by the ethanol plus polyphenol diets (Fig. 2C). 

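The ethanol diet raised some cytochrome P450 and glutathione transferase genes that respond to CAR, and some subunits of the proteasome, in wild-type liver. Some markers of Kupffer cells and some genes more active in male liver were lower. As lists, each of these lost its call with an estimated correlation. In all, 991 probe sets were higher on the ethanol diet than on the control diet and 1510 were lower, of which 403 and 780 were not compressed. After quantile normalization between arrays the numbers were 11768 higher and 3466 lower.
Cyp2b10, a cytochrome P450 of drug metabolism (1425645_s_at), rose from 5.42 ± 0.21 to 9.47 ± 0.94 (mean ± SD, n = 4), a difference of 4.05 (standard error 0.42, adjusted p = 0.00053). Its relative Cyp2b9 (1419590_at) rose by 2.85 (standard error 0.57, adjusted p = 0.015). Gsta2, a glutathione transferase (1421040_a_at), rose by 2.42 (standard error 0.11, adjusted p = 1.6e-06) and Gstm3 (1427474_s_at) by 1.46 (standard error 0.24, adjusted p = 0.0065). Of 27 CAR targets of xenobiotic metabolism, 15 were higher, 0 were lower and 12 did not pass (17 higher when adjusted over the list alone), camera adjusted p = 1.2e-14 and adjusted p = 0.16 with an estimated correlation. Among them were Cyp2c29, Cyp2c37, Cyp3a11 and the transporter Abcc3. Of 15 NRF2 targets of the antioxidant response, 6 were higher (7 adjusted over the list alone) and 0 lower, among them Nqo1, Hmox1 and Ephx1 (camera adjusted p = 1.6e-05, and 0.33 with an estimated correlation). Gstm1 and Gstm3 belong to both lists. Without control replicate 2, 1330 probe sets passed in place of 2501.
Zbtb16, a transcriptional repressor (1442025_a_at), rose by 1.79 (adjusted p = 0.0084), Ildr2, a protein of the endoplasmic reticulum linked to lipid handling, by 1.20 (adjusted p = 0.0015), and Hspb1, a small heat shock protein, by 1.14 (adjusted p = 0.0065). Metallothionein Mt2 rose by 1.82 (adjusted p = 0.035) and lost its call in 7 of the 8 fits that left out 1 array. Proteasome subunits were higher in 7 of 31 cases and lower in 0 (12 higher when adjusted over the list alone, camera adjusted p = 2.3e-06, and 0.6 with an estimated correlation), including Psmb5, Psmc4 and Psmd14. Cytosolic heat shock proteins were higher in 8 of 17 cases, among them Hspa8, and lower for Dnajb4 (9 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.0062, and 0.6 with an estimated correlation). In the urea cycle, 3 of 8 genes were higher and 0 lower (3 adjusted over the list alone), among them Asl and Nags (camera adjusted p = 0.013, and 0.6 with an estimated correlation). Adh1, the liver alcohol dehydrogenase, rose by 0.24 (adjusted p = 0.0098), and with the acetate-activating Acss1 made up the 2 of 11 genes of ethanol metabolism that passed (2 adjusted over the list alone, camera adjusted p = 0.66, and 0.82 with an estimated correlation).

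**Figure D2:**
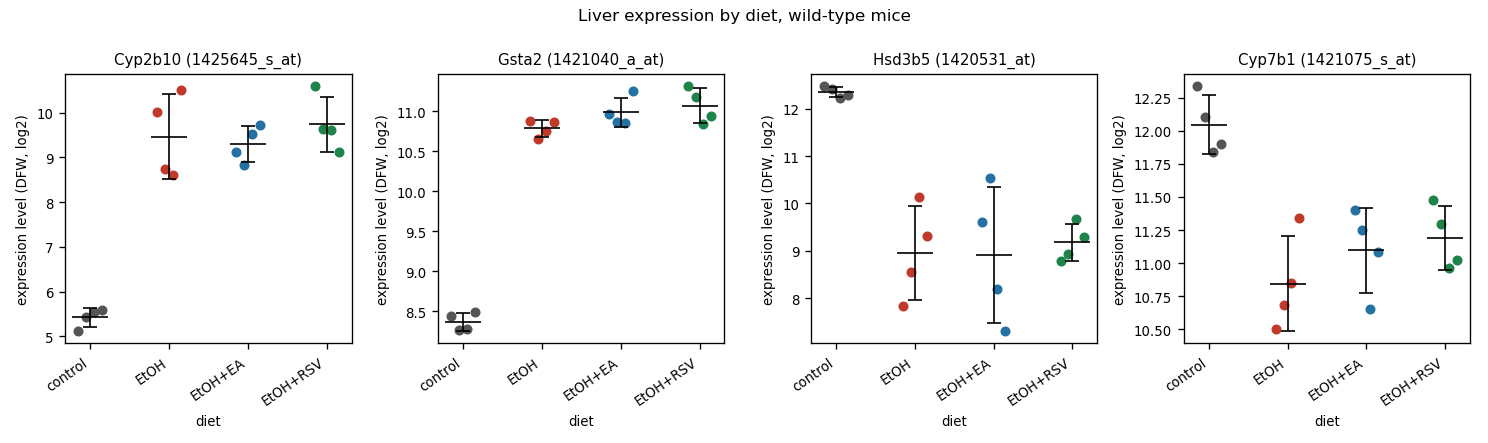
DFW log2 values of Cyp2b10, Gsta2, Hsd3b5 and Cyp7b1 on each array of wild-type mice by diet (points), with the mean and SD (bars, n = 4). Cyp2b10 and Gsta2 were higher, and Hsd3b5 and Cyp7b1 lower, on the ethanol diet than on the control diet.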

We detected a 1053 probe set that was up-regulated by the ethanol diet compared with the control diet (Fig. 2B, left). Among these, a 147+127+49 ( = 323) probe set was oppositely (down-) regulated in the ethanol plus EA group or in the ethanol plus RSV group. 

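Relative to the ethanol diet, EA lowered 569 probe sets and RSV lowered 94. Of the 991 probe sets that were higher with ethanol, 70 were lower with EA or with RSV, 58 of them with EA alone, 4 with RSV alone and 8 with both. They included Selenos and Sec61a1 of the endoplasmic reticulum, the heat shock gene Hspa8 and the proteasome genes Psmb5, Psmc4 and Psmd14. Both comparisons use the same ethanol arrays. The count was 0 in data simulated without a polyphenol effect and 14.6 for independent lists of the same lengths. Whether the simulated data carry the structure shared among real arrays was not tested, so the 0 is not a measure of chance. Regrouped real arrays gave up to 1134 calls for RSV against ethanol and up to 2 for EA against ethanol. The count had a median of 9 over splits that gave each comparison its own ethanol arrays. Such splits leave fewer arrays per comparison, so their count is not a value expected without an effect.
Rbm14, a regulator of transcription and splicing (1436979_x_at), fell by 0.66 with EA against RSV (standard error 0.048, adjusted p = 0.00017) and fell by 0.80 with EA against ethanol (adjusted p = 3.1e-05). Sfpq, another splicing factor, fell by 0.88 with EA (adjusted p = 9.1e-05) and by 0.36 with RSV (adjusted p = 0.045). Hexim1, an inhibitor of transcription elongation, fell by 0.97 with EA (adjusted p = 0.00078), and Chka, the first enzyme of phosphatidylcholine synthesis, by 1.06 (adjusted p = 0.0084). With ethanol against control, Hexim1 was lower (-0.39, adjusted p = 0.026) and Rbm14 higher (0.21, adjusted p = 0.026). Aminoacyl-tRNA synthetases Aars and Tars fell with both polyphenols, the 2 genes that passed of 22 ATF4 targets of the amino acid response with EA (1 higher and 5 lower adjusted over the list alone, camera adjusted p = 0.0018, and 0.16 with an estimated correlation).
Of 403 uncompressed probe sets higher with ethanol, 42 passed as lower and 18 as higher with EA than with ethanol, and 8 as lower and 4 as higher with RSV. Between the 2 polyphenol diets 11 of all probe sets differed. Pearson's r between the differences of EA and of RSV from ethanol was 0.79, where the shared ethanol arrays alone gave 0.51 in simulated data and separate ethanol arrays gave 0.48. With 1 array left out, the EA total of 1066 went as low as 336 and as high as 1152, and the 70 went as low as 23 and as high as 114. The RSV count rested on single arrays: without RSV replicate 2 it was 0 in either direction, and without RSV replicate 4 it was 569. Every call of RSV against ethanol was therefore lost without RSV replicate 2. In the fit of 2 groups 0 of the 164 were kept. Of 35 splits of the RSV and ethanol arrays, 2 gave as many calls, the real one included.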

A similar analysis of the probe sets that were down-regulated by the ethanol treatment (the 1461 probe set) resulted in the identification of a 117+131+39 ( = 287) probe set that was oppositely (up-) regulated in the ethanol plus polyphenol groups (Fig. 2B, right). 

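Ethanol lowered 1510 probe sets in wild-type liver. They included the steroid enzyme Hsd3b5 and the acute phase proteins Saa1 and Saa2. EA raised 497 probe sets against ethanol and RSV raised 70, and after quantile normalization between arrays 1217 were higher and 211 lower with RSV. Of the probe sets lower with ethanol, 54 were higher with EA or RSV, 50 with EA alone, 1 with RSV alone and 3 with both. Simulated data without a polyphenol effect gave 0, which again is not a measure of chance, and independent lists gave 19. Splits of the ethanol arrays gave a median of 3.5, from fewer arrays per comparison, which is not a value expected without an effect. With 1 array left out, the 54 went as low as 19 and as high as 78.
The probe sets of Car3, a carbonic anhydrase, parted: 1453588_at fell by 3.41 (standard error 0.51, adjusted p = 0.0042), and 1449434_at, of highest level, differed by -0.10 (adjusted p = 0.15). Adgrv1, an adhesion receptor, fell by 2.40 (adjusted p = 0.00019) and the secreted peptide Tff3 fell by 1.94 (adjusted p = 1.7e-05). Saa1 fell by 1.83 (adjusted p = 0.00039) and the fatty acid binding protein Fabp5 fell by 1.70 (adjusted p = 0.011). Of 12 genes more active in male than in female liver, 5 were lower and 0 higher (7 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.00021, and 0.47 with an estimated correlation), among them Slco1a1, Serpina12 and Obp2a. Of 12 female-biased genes, 3 were higher and 0 lower (5 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.013, and 0.33 with an estimated correlation). Kupffer cell markers were lower in 8 of 12 cases and higher in 0 (9 adjusted over the list alone, camera adjusted p = 3e-08, and 0.33 with an estimated correlation), among them Vsig4, Adgre1, C1qa and Timd4, of which Timd4 was higher by 0.00424 after quantile normalization between arrays. With EA and with RSV, 9 of the 12 Kupffer cell markers were lower than on the control diet.
With EA against ethanol, Dclre1a, a DNA repair nuclease (1417904_at), rose by 1.66 (standard error 0.28, adjusted p = 0.011), Gpcpd1, an enzyme of glycerophospholipids, by 1.52 (adjusted p = 0.0091), Upp2, a uridine phosphorylase, by 0.98 (adjusted p = 0.0085) and the cytokine Tnfsf10 by 1.09 (adjusted p = 0.013). RSV raised the retinoic acid hydroxylase Cyp26a1 by 1.40 (adjusted p = 0.034) and the coactivator Ppargc1b by 0.88 (adjusted p = 0.01), and Ppargc1b also rose with EA (0.74, adjusted p = 0.0056). The RSV calls of Cyp26a1 and Ppargc1b were lost without RSV replicate 2 and in the fit of 2 groups. Mt2, higher with ethanol, rose by a further 1.91 (adjusted p = 0.045) with EA, a call lost in 6 of 8 fits without 1 array. Markers of sinusoidal endothelium were higher with EA for 1 of 9 genes, Fcgr2b, and lower for 0 (5 higher adjusted over the list alone, camera adjusted p = 0.0011, and 0.16 with an estimated correlation).
Of 780 uncompressed probe sets lower with ethanol, 26 passed as higher and 39 as lower with EA than with ethanol, and 1 as higher and 11 as lower with RSV. The differences of ethanol from control and of EA from ethanol had a Pearson's r of -0.027 across 6633 uncompressed probe sets, which are not independent replicates. Shared ethanol arrays alone gave -0.49 in simulated data, and splits of the ethanol arrays gave 0.12.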

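Against the control diet, the 2 ethanol plus polyphenol diets raised more probe sets than the ethanol diet did. EA with ethanol raised 2729 probe sets and lowered 3669, and RSV with ethanol raised 4084 and lowered 4801. After quantile normalization between arrays 14693 were higher and 9495 lower with EA, and 17263 higher and 7736 lower with RSV. Higher with both and not with ethanol were 1259 probe sets. In data simulated without a polyphenol effect the same selection gave 442, and independent lists gave 242. In data simulated without any effect of diet, where the shared control arrays alone act, it gave 0. Whether these simulated data carry the structure shared among real arrays was not tested. Splits of the control arrays gave a median of 496, from fewer arrays per comparison, which is not a value expected without an effect. On the ethanol diet these missed the threshold: 1215 (96.5%) were also higher in sign with ethanol than with control, which the shared control arrays favour, and 174 passed as higher with EA than with ethanol and 49 with RSV.
The metallothionein Mt1 was higher than on the control diet with EA (2.83, adjusted p = 6e-04) and with RSV (2.41, adjusted p = 0.0014). Pnpla2, the triglyceride lipase (1428143_a_at), was higher with EA (0.48, standard error 0.075, adjusted p = 0.0015) and with RSV (0.30, standard error 0.075, adjusted p = 0.016), and so were Ciart, a repressor of the clock (0.89, adjusted p = 0.0089 and 1.14, adjusted p = 0.0021), and the clock output factor Tef (0.86, adjusted p = 0.0014 and 0.83, adjusted p = 0.0017). Of 13 lipid droplet proteins, 5 were higher with EA and 2 with RSV, and 0 were lower with either (5 and 2 adjusted over the list alone). Their camera adjusted p was 0.065 with EA and 0.68 with RSV (0.43 and 0.87 with an estimated correlation). Of 18 PPAR alpha targets, 6 were higher and 2 lower with EA, and 2 higher and 3 lower with RSV (camera adjusted p = 0.085 and 0.94, and 0.77 and 0.97 with an estimated correlation). CAR targets of xenobiotic metabolism were higher in 18 of 27 cases with EA and in 17 with RSV, and lower in 0 (camera adjusted p = 3e-12 and 1.6e-09, and 0.27 and 0.56 with an estimated correlation). Of 10 pericentral hepatocyte genes, 4 were higher and 1 lower with EA (camera adjusted p = 0.016, and 0.43 with an estimated correlation), with Oat higher (1.08, adjusted p = 0.00025) and Lgr5 lower (-0.34, adjusted p = 0.019).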

Next, we compared the 1053 probe set with those up-regulated by the ethanol plus polyphenol diets and found that the 514 probe set was specific to the latter diets (Fig. 2C, left). For the 1461 genes, the 742 probe set was found to be down-regulated only by the ethanol plus polyphenol diets (Fig. 2C, right). These probe sets were then subjected to a gene ontology analysis using the Biological Process database [30]. 

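The probe sets lower with both ethanol plus polyphenol diets and not with ethanol numbered 1879. Simulation without a polyphenol effect gave 358, simulation without any effect of diet gave 0 and independent lists gave 378. Splits of the control arrays gave a median of 938, again from fewer arrays per comparison. Of these, 1808 (96.2%) were also lower in sign with ethanol than with control, which the shared control arrays favour, and 266 passed as lower with EA than with ethanol and 54 with RSV.
Of 22 ATF4 targets, 8 were lower with EA and 8 with RSV, and 2 and 4 were higher (camera adjusted p = 0.085 and 0.26, and 0.53 and 0.7 with an estimated correlation). The lower ones included the tRNA synthetases Aars and Tars and the hormone Fgf21. Fgf21 (1422916_at) fell by 1.62 with RSV against control (standard error 0.29, adjusted p = 0.0029). Of 22 acute phase proteins, 8 were lower and 3 higher with each of EA and RSV (camera adjusted p = 0.13 and 0.26, and 0.64 and 0.7 with an estimated correlation). Ccnd1, a cyclin of the G1 phase, fell by 1.48 with RSV (adjusted p = 0.0047), Vnn1, a pantetheinase under PPAR alpha, fell by 1.99 (adjusted p = 0.0014) and Nfil3, a repressor of clock output, fell by 0.70 with EA (adjusted p = 0.016). The tubulin Tubb2a fell by 1.41 with EA (adjusted p = 0.00052). With RSV, 4 of 8 neutrophil and monocyte markers were lower and 2 higher (camera adjusted p = 0.32, and 0.7 with an estimated correlation).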

Tables 1A, 2A, 3A, and 4A represent the functional groupings in which the 323, 287, 514, and 742 probe sets showed a significant extent of enrichment (p<0.05), respectively. We then focused on the terms located at the lowest levels of the category hierarchies.

**Figure 2:**
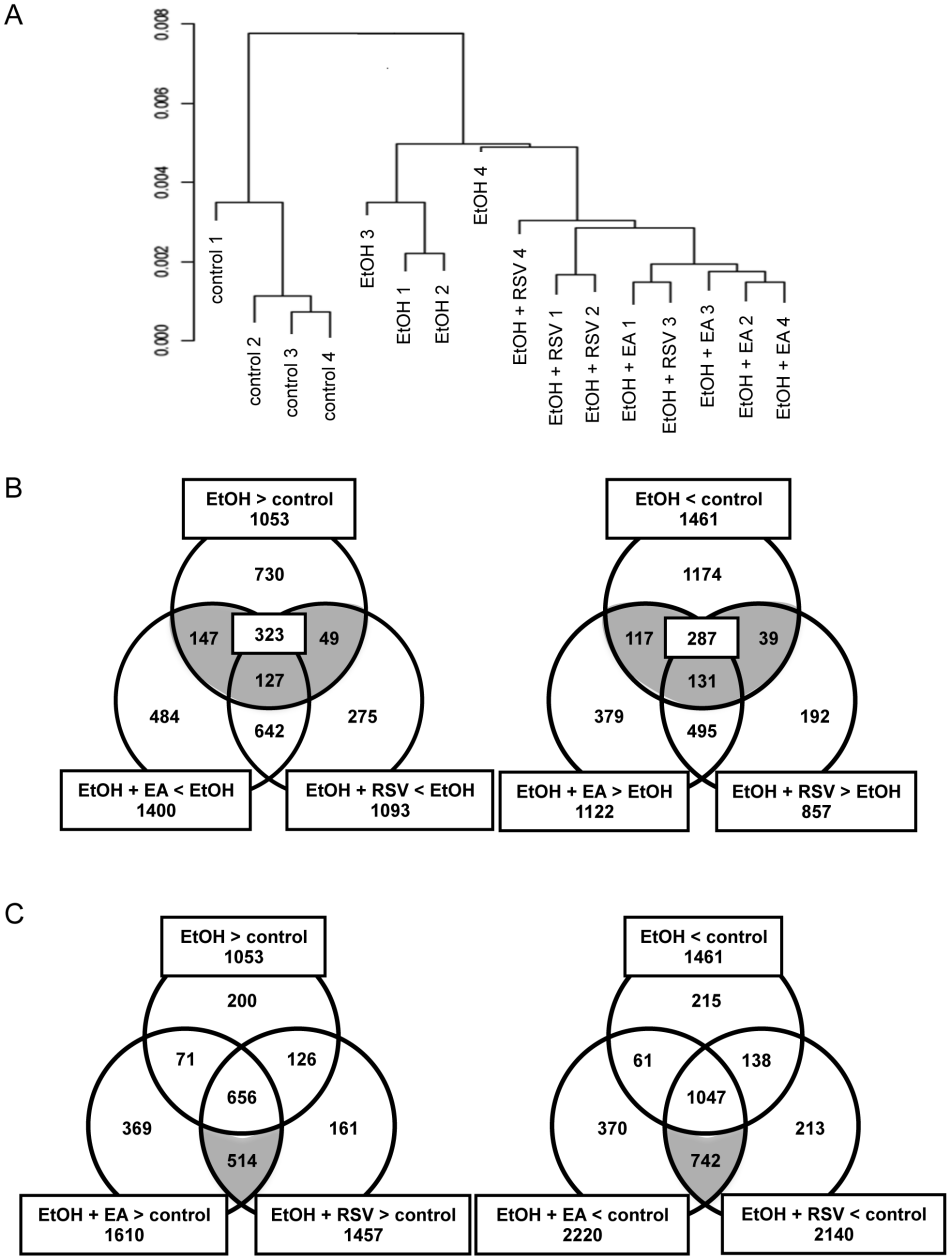
DNA microarray analysis of the liver mRNA from the mice fed the various diets. A, Cluster analysis of the gene expression profiles. Gene expression levels were normalized by the qFARMs method. The numbers at the end of the fed condition represent the mouse individuals. All the bootstrap values were larger than 70 (not shown). B, Numbers of the genes whose expression levels were affected by each feeding condition. Genes were selected based on their FDR values (<0.05) calculated by multiple comparisons of expression levels (n = 4) among feeding conditions (Et, ethanol; con, control; Ella, ethanol plus ellagic acid; Res, ethanol plus trans-resveratrol), e.g., up-regulated in the ethanol group compared with the control group (Et>con). Genes were then categorized in reference to their multiplicity of occurrence in each set, as indicated by the Benn diagram.

**Table 1:** Enrichment analysis of 323 probe set whose expression levels were up-regulated by ethanol and down-regulated by the addition of polyphenols.

GO-terms	p value
GO:0010033∼response to organic substance	1.75E-02
GO:0051789∼response to protein stimulus	1.60E-03
GO:0006986∼response to unfolded protein*	9.22E-04
GO:0051603∼proteolysis involved in cellular protein catabolic process	2.24E-02
GO:0010498∼proteasomal protein catabolic process	9.36E-03
GO:0043161∼proteasomal ubiquitin-dependent protein catabolic process*	9.36E-03
GO:0031016∼pancreas development*	1.57E-02
GO:0051246∼regulation of protein metabolic process*	1.34E-02
GO:0006458∼‘de novo’ protein folding	1.84E-02
GO:0051084∼‘de novo’ posttranslational protein folding	1.84E-02
GO:0051085∼chaperone mediated protein folding requiring cofactor*	1.36E-02
GO:0005996∼monosaccharide metabolic process	2.09E-02
GO:0019318∼hexose metabolic process	1.17E-02
GO:0006006∼glucose metabolic process*	1.57E-02
GO:0043603∼cellular amide metabolic process*	2.10E-02
GO:0031324∼negative regulation of cellular metabolic process*	1.37E-02
GO:0046907∼intracellular transport	1.29E-02
GO:0006886∼intracellular protein transport*	2.33E-02
GO:0030512∼negative regulation of TGF beta receptor signaling pathway*	2.38E-02

* : Lowest level groupings in which significant enrichment was observed.

**Table 2:** Enrichment analysis of 287 probe set whose expression levels were down-regulated by ethanol and up-regulated by the addition of polyphenols.

GO-terms	p value
GO:0055114∼oxidation reduction*	7.13E-03
GO:0006629∼lipid metabolic process	5.75E-05
GO:0008610∼lipid biosynthetic process	1.65E-03
GO:0006694∼steroid biosynthetic process*	4.41E-04
GO:0006066∼alcohol metabolic process	2.44E-02
GO:0008202∼steroid metabolic process	8.17E-05
GO:0016125∼sterol metabolic process	4.29E-03
GO:0008203∼cholesterol metabolic process*	1.61E-02
GO:0044255∼cellular lipid metabolic process	1.31E-02
GO:0006631∼fatty acid metabolic process	1.12E-02
GO:0006633∼fatty acid biosynthetic process*	2.21E-02
GO:0006869∼lipid transport*	2.09E-02
GO:0055085∼transmembrane transport*	2.15E-02

* : Lowest level groupings in which significant enrichment was observed.

**Table 3:** Enrichment analysis of 514 probe set whose expression levels were up-regulated only in the presence of ethanol plus polyphenols.

GO-terms	p value
GO:0007623∼circadian rhythm*	1.11E-02
GO:0006629∼lipid metabolic process	2.50E-04
GO:0008202∼steroid metabolic process*	2.24E-02
GO:0006807∼nitrogen compound metabolic process	7.50E-04
GO:0034641∼cellular nitrogen compound metabolic process	4.91E-03
GO:0043603∼cellular amide metabolic process*	1.77E-02
GO:0044271∼nitrogen compound biosynthetic process*	2.10E-02
GO:0042364∼water-soluble vitamin biosynthetic process*	2.07E-02
GO:0051186∼cofactor metabolic process	2.03E-04
GO:0006732∼coenzyme metabolic process	1.32E-05
GO:0009108∼coenzyme biosynthetic process*	2.47E-02
GO:0005976∼polysaccharide metabolic process	1.82E-03
GO:0006022∼aminoglycan metabolic process	N/A
GO:0030203∼glycosaminoglycan metabolic process*	1.48E-02
GO:0006760∼folic acid and derivative metabolic process	4.04E-03
GO:0046653∼tetrahydrofolate metabolic process*	6.34E-03
GO:0019752∼carboxylic acid metabolic process	1.00E-08
GO:0032787∼monocarboxylic acid metabolic process	1.10E-05
GO:0006631∼fatty acid metabolic process*	5.35E-03
GO:0009109∼coenzyme catabolic process	6.26E-03
GO:0046356∼acetyl-CoA catabolic process	2.32E-02
GO:0006099∼tricarboxylic acid cycle*	2.07E-02
GO:0006446∼regulation of translational initiation*	1.61E-02
GO:0006520∼cellular amino acid metabolic process	3.45E-03
GO:0000096∼sulfur amino acid metabolic process	1.53E-03
GO:0006555∼methionine metabolic process*	2.13E-02
GO:0042278∼purine nucleoside metabolic process	2.32E-02
GO:0009119∼ribonucleoside metabolic process	1.77E-02
GO:0046128∼purine ribonucleoside metabolic process	2.32E-02
GO:0046500∼S-adenosylmethionine metabolic process*	9.34E-03
GO:0006006∼glucose metabolic process	2.37E-03
GO:0010906∼regulation of glucose metabolic process	4.04E-03
GO:0006111∼regulation of gluconeogenesis*	9.34E-03
GO:0046218∼indolalkylamine catabolic process	6.34E-03
GO:0006569∼tryptophan catabolic process	6.34E-03
GO:0019441∼tryptophan catabolic process to kynurenine*	3.87E-03

* : Lowest level groupings in which significant enrichment was observed.

**Table 4:** Enrichment analysis of 742 probe set whose expression levels were down-regulated only in the presence of ethanol plus polyphenols.

GO-terms	p value
GO:0044087∼regulation of cellular component biogenesis*	1.75E-02
GO:0044267∼cellular protein metabolic process	1.04E-06
GO:0006464∼protein modification process	N/A
GO:0006457∼protein folding	1.75E-02
GO:0043687∼post-translational protein modification*	1.05E-02
GO:0006467∼protein thiol-disulfide exchange*	8.04E-03
GO:0006412∼translation	1.66E-05
GO:0006413∼translational initiation*	9.39E-03
GO:0034641∼cellular nitrogen compound metabolic process	3.13E-05
GO:0044106∼cellular amine metabolic process	5.87E-03
GO:0006520∼cellular amino acid metabolic process*	1.10E-02
GO:0048008∼platelet-derived growth factor receptor signaling pathway*	7.09E-03
GO:0008213∼protein amino acid alkylation	1.81E-02
GO:0006479∼protein amino acid methylation*	1.81E-02
GO:0007431∼salivary gland development	2.49E-02
GO:0007435∼salivary gland morphogenesis*	1.74E-02
GO:0006461∼protein complex assembly	4.13E-03
GO:0043623∼cellular protein complex assembly	N/A
GO:0051258∼protein polymerization*	1.33E-02
GO:0070647∼protein modification by small protein conjugation or removal	7.34E-05
GO:0032446∼protein modification by small protein conjugation	5.85E-04
GO:0016567∼protein ubiquitination*	2.89E-03
GO:0016070∼RNA metabolic process	2.31E-05
GO:0006396∼RNA processing	3.08E-05
GO:0008380∼RNA splicing*	5.60E-05
GO:0006397∼mRNA processing*	4.42E-07
GO:0045934∼negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	2.09E-02
GO:0016481∼negative regulation of transcription*	1.94E-02
GO:0006829∼zinc ion transport*	8.41E-03
GO:0019941∼modification-dependent protein catabolic process	5.39E-06
GO:0006511∼ubiquitin-dependent protein catabolic process	9.87E-08
GO:0043161∼proteasomal ubiquitin-dependent protein catabolic process*	6.20E-04
GO:0016568∼chromatin modification	1.15E-03
GO:0016569∼covalent chromatin modification	2.36E-02
GO:0016570∼histone modification*	1.86E-02
GO:0006357∼regulation of transcription from RNA polymerase II promoter*	6.75E-03

* : Lowest level groupings in which significant enrichment was observed.

### Characteristics of the probe sets whose expression levels were modulated by the addition of the polyphenols to the diets

A total of 323 probe sets showed significant enrichment in 10 GO-terms (GO-terms) located at the lowest levels of the category hierarchy (Table 1). Five of these were related to protein folding and degradation (GO:0006986, GO:0043161, GO:0051246, GO:0051085, and GO:0006886). Three categories seemed to be involved in carbohydrate metabolism (GO:0006006, GO:0043603, and GO:0031324). This indicates that the polyphenols down-regulate genes related to protein folding stress and carbohydrate metabolism, which were once up-regulated by feeding with ethanol alone. 

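Some chaperones, heat shock proteins and proteasome subunits passed as lower on the ethanol plus EA diet than on the ethanol diet. The call of each of these lists was lost with an estimated correlation. With RSV fewer single genes passed over all probe sets. Of 29 chaperones of the endoplasmic reticulum and genes of the unfolded protein response, 7 were lower and 0 higher with EA (21 lower when adjusted over the list alone, camera adjusted p = 1.6e-13, and 0.16 with an estimated correlation). With RSV 0 passed limma's test over all probe sets and 1 was lower over the list alone, and 3 of the 29 had a positive difference (camera adjusted p = 0.00028, and 0.64 with an estimated correlation). Against control, ethanol had raised 4 of the 29 and lowered 0 (16 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.4e-05, and 0.6 with an estimated correlation).
Hspa5, the main chaperone of the endoplasmic reticulum (1416064_a_at), was 11.94 ± 0.083 on the control diet, 12.26 ± 0.21 on the ethanol diet and 11.71 ± 0.16 with EA (mean ± SD, n = 4). It fell by 0.55 with EA against ethanol (standard error 0.12, adjusted p = 0.03). Syvn1, a ubiquitin ligase that disposes of misfolded proteins (1443609_s_at), fell by 0.58 (standard error 0.093, adjusted p = 0.0096) and Selenos, of the same process, by 0.35 (adjusted p = 0.015). Hyou1, Manf, Sec61a1 and Dnajc3 also fell, and Dnajc3 lost its call in each of the 8 fits without 1 array.
Of 17 cytosolic heat shock proteins, 6 were lower and 0 higher with EA (12 lower adjusted over the list alone, camera adjusted p = 7.9e-09, and 0.16 with an estimated correlation), and 2 were lower and 0 higher with RSV (3 lower adjusted over the list alone, camera adjusted p = 0.00098, and 0.51 with an estimated correlation). Dnajb1, a partner of Hsp70 (1416755_at), fell by 0.71 with EA (standard error 0.089, adjusted p = 0.0048) and by 0.60 with RSV (standard error 0.089, adjusted p = 0.026). The cochaperone Bag3 also fell with both, and Hspa1a fell with EA.
Of 31 proteasome subunits, 7 were lower and 0 higher with EA (15 lower adjusted over the list alone, camera adjusted p = 1.7e-10, and 0.25 with an estimated correlation). With RSV 0 passed over all probe sets, and 21 were lower over the list alone with 0 positive differences (camera adjusted p = 2.7e-16, and 0.23 with an estimated correlation). Psmc4, an ATPase of the regulatory particle (1416291_at), fell by 0.27 with EA (adjusted p = 0.0085) and Psmd14, its deubiquitinase, by 0.19 (adjusted p = 0.015). Psmb2 also fell, but was higher by 0.0105 with EA after quantile normalization between arrays.
Of 6 glycolysis genes, 8 glycogen genes, 7 genes of the pentose phosphate pathway and 7 of gluconeogenesis, 0 were lower with EA or RSV than with ethanol by limma, and Gys2, the liver glycogen synthase (1424815_at), was higher with EA (0.69, adjusted p = 0.0057). Camera adjusted p for these lists with EA was 0.35, 0.35, 0.35 and 0.71 (0.79, 0.85, 0.85 and 0.91 with an estimated correlation).
From the GO terms in which these probe sets gathered, the paper reasons that the polyphenols lower genes of protein folding stress and carbohydrate metabolism that ethanol had raised.

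**Figure D3:**
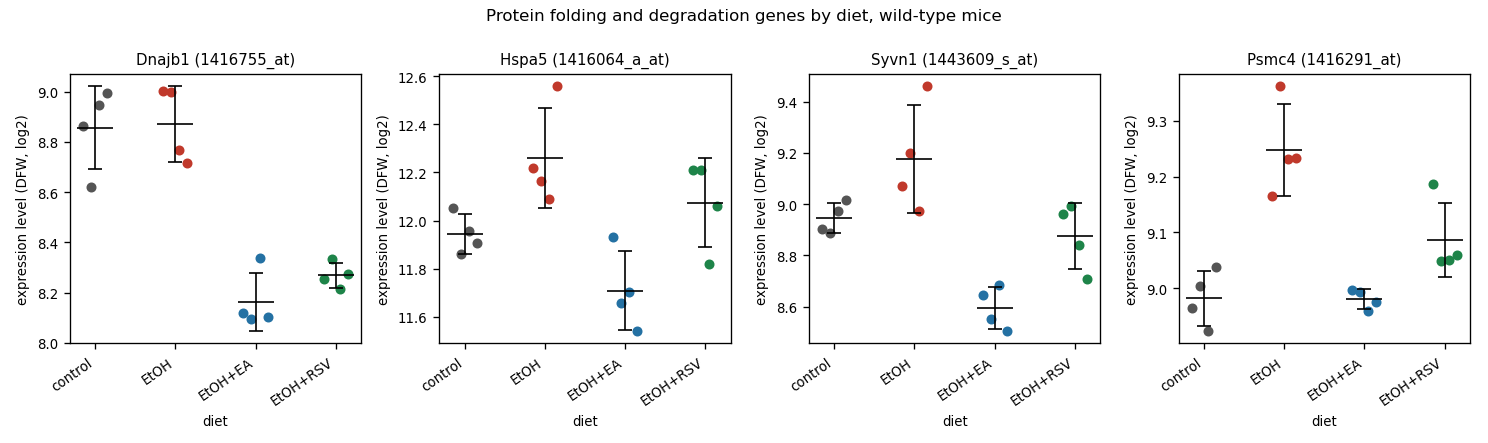
DFW log2 values of Dnajb1, Hspa5, Syvn1 and Psmc4 on each array of wild-type mice by diet (points), with the mean and SD (bars, n = 4). All 4 genes were lower on the ethanol plus EA diet than on the ethanol diet at an adjusted p under 0.05.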

The other 2 categories (GO:0031016 and GO:0030512) seemed to be involved in organ developmental processes. In the case of the 287 probe set, different types of GO-terms (six terms) were observed compared with those for the 323 probe set (Table 2). 

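Among lipid genes, ethanol lowered a few enzymes and transporters, and single genes of fatty acid oxidation rose with EA. Of 24 genes of fatty acid oxidation, 3 were higher and 0 lower with EA than with ethanol: Cpt1a, Slc27a2 and Amacr (5 higher adjusted over the list alone, camera adjusted p = 0.042, and 0.85 with an estimated correlation). With RSV 0 of them passed limma's test over all probe sets or over the list alone, and 16 had a negative difference (camera adjusted p = 0.33, and 0.8 with an estimated correlation). Ethanol against control had lowered 3 and raised 1 of them (camera adjusted p = 0.65, and 0.9 with an estimated correlation).
Of 20 genes of cholesterol synthesis and uptake, 0 passed with EA or RSV against ethanol, over all probe sets or over the list alone. In sign, 19 of 20 were higher with RSV (camera adjusted p = 0.0019, and 0.73 with an estimated correlation) and 15 of 20 were lower with EA (camera adjusted p = 0.48, and 0.91 with an estimated correlation). Of 20 genes of fatty acid synthesis and desaturation, 2 were lower and 0 higher with ethanol than with control, Dgat2 and Elovl5 (6 lower adjusted over the list alone, camera adjusted p = 0.0061, and 0.6 with an estimated correlation). Dgat2, which makes triglyceride (1422678_at), fell by 0.22 with ethanol (standard error 0.051, adjusted p = 0.029) and rose by 0.26 (standard error 0.051, adjusted p = 0.024) with EA. Of 13 genes of bile acid synthesis, 3 were lower and 2 higher with ethanol (3 and 2 adjusted over the list alone, camera adjusted p = 0.29, and 0.69 with an estimated correlation). Cyp39a1, an oxysterol hydroxylase, rose by 1.02 (adjusted p = 0.0071) and Cyp27a1, the sterol 27-hydroxylase, by 0.19 (adjusted p = 0.037).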

Most of the categories were related to lipid homeostasis (GO:0055114, GO:0006694, GO:0008203, GO:0006633, and GO:0006869) except for the one (GO:0055085) related to transmembrane transport, suggesting that the polyphenols up-regulate genes mainly related to lipid metabolism, which were once down-regulated by ethanol alone. The 514 probe set showed a higher number of GO-terms (15 terms, Table 3) than the 323 and 287 probe sets did. 

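Some genes of folate and methionine metabolism were higher with RSV or EA than on the control diet, and 0 of them passed between EA and RSV. Of 24 genes of one-carbon and methionine metabolism, 9 were higher and 0 lower with RSV against control (12 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0097, and 0.62 with an estimated correlation). With EA 5 were higher and 1 lower (8 and 2 adjusted over the list alone, camera adjusted p = 0.085, and 0.64 with an estimated correlation). Against ethanol, 1 rose with RSV and 0 fell (8 higher adjusted over the list alone, camera adjusted p = 0.00028, and 0.29 with an estimated correlation). Mat1a, which makes S-adenosylmethionine in liver (1423147_at), was higher than on the control diet by 0.32 (adjusted p = 0.016) with EA and by 0.38 (adjusted p = 0.0058) with RSV. Mtrr, which keeps methionine synthase active, was higher by 0.41 (adjusted p = 0.00073) and 0.40 (adjusted p = 0.00086). Ahcy, which breaks down S-adenosylhomocysteine, and Cth, of transsulfuration, were higher with RSV (0.28, adjusted p = 0.014 and 1.01, adjusted p = 0.0014). Gldc, of glycine cleavage, was lower with EA (-0.63, adjusted p = 0.0089).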

One of the notable characteristics is the occurrence of three terms related to one-carbon metabolism (GO:0046653, GO:0006555, and GO:0046500). A term for circadian rhythm (GO:0007623) is also unique to this gene group. 

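Some clock genes differed between the EA diet and the ethanol diet, in opposite directions by arm, and 1 of the Per and Cry arm passed with RSV. Of 7 genes of the Per and Cry arm, 2 rose and 0 fell with EA against ethanol (4 higher adjusted over the list alone, camera adjusted p = 0.0018, and 0.16 with an estimated correlation), and 1 rose and 0 fell with RSV (5 higher adjusted over the list alone, camera adjusted p = 0.00028, and 0.2 with an estimated correlation). Of the 3 genes of the Bmal1 and Clock arm, 2 fell with EA (2 adjusted over the list alone, camera adjusted p = 0.0023, and 0.16 with an estimated correlation). With RSV 0 passed limma's test over all probe sets and 2 were lower over the list alone (camera adjusted p = 0.0089, and 0.2 with an estimated correlation). Of 9 genes of clock output, 3 rose with EA, Dbp, Hlf and Tef, and 0 fell (4 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.053, and 0.56 with an estimated correlation), and 1 rose with RSV (4 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0089, and 0.45 with an estimated correlation). Ethanol against control moved 0 genes of the Per and Cry arm past the threshold, over all probe sets or over the list alone (camera adjusted p = 0.99).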

Two terms were related to lipid metabolism (GO:0008202 and GO:0006631), of which subcategories are also observed with 287 gene sets (Table 1). 

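Genes of energy metabolism were changed in small numbers by the ethanol plus polyphenol diets. Of 17 genes of the tricarboxylic acid cycle, 5 were higher and 1 lower with RSV than on the control diet (6 and 2 adjusted over the list alone, camera adjusted p = 0.44, and 0.87 with an estimated correlation), and 2 were higher and 2 lower with EA (4 and 2 adjusted over the list alone, camera adjusted p = 0.57, and 0.82 with an estimated correlation). The lower gene with both was Cs, citrate synthase (-0.46, adjusted p = 0.002 with EA and -0.56, adjusted p = 0.00071 with RSV). Of 14 genes of NAD synthesis, 3 were higher and 1 lower with each, Nampt, Nmrk1 and Tdo2 being the higher ones (camera adjusted p = 0.42 with EA and 0.26 with RSV, and 0.82 and 0.87 with an estimated correlation). In gluconeogenesis 1 of 7 genes was higher with each, Fbp1 (0.17, adjusted p = 0.015 and 0.13, adjusted p = 0.038), and 1 lower, G6pc (-1.85, adjusted p = 0.018 and -1.46, adjusted p = 0.041), with a camera adjusted p of 0.97 and 0.68 (0.98 and 0.87 with an estimated correlation). Glycogen gave the same counts, with Gys2 higher and the targeting subunit Ppp1r3c lower (-1.43, adjusted p = 0.0033 with EA).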

Seven categories seemed to be involved in energy production: nicotine amide production (GO:0042364, GO:0043603, and GO:0019441), TCA cycle (GO:0006099), gluconeogenesis (GO:0006111), and vitamin synthesis (GO:0044271 and GO:0009108). Other categories included the glycosaminoglycan metabolic process (GO:0030203) and regulation of translational initiation (GO:0006446). In contrast to the other probe sets, the 742 probe set exhibited enrichment in a large number of terms (17 terms) at the lowest levels (Table 4). Five of these (GO:0043687, GO:0006467, GO:0051258, GO:0016567, and GO:0043161) controlled protein folding and degradation processes, showing similarity to the case of the 323 probe set. 

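Few genes of the proteasome and of protein folding passed as lower than on the control diet. Of the 31 proteasome subunits, 3 were lower and 1 higher with EA against control (camera adjusted p = 0.68, and 0.87 with an estimated correlation), and 4 lower and 1 higher with RSV (camera adjusted p = 0.26, and 0.87 with an estimated correlation). Psma2, Psma4 and Psmd1 were lower with each, and Psma2 was also lower with EA than with ethanol. Of the endoplasmic reticulum list, 4 were lower and 1 higher with EA, and 2 lower and 4 higher with RSV (camera adjusted p = 0.13 and 0.34, and 0.82 and 0.87 with an estimated correlation). Dnajb1 fell by 0.69 with EA (adjusted p = 0.00054) and by 0.59 with RSV (adjusted p = 0.0013). Of the 203 probe sets matched to Table S6, 202 were counted. By limma 126 of these were lower than on the control diet with both polyphenols. The paper chose these genes on the same arrays, so this count is not independent evidence.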

Four terms (GO:0008380, GO:0006397, GO:0016481, and GO:0006357) were identified as relevant to mRNA synthesis. Two categories (GO:0006479 and GO:0016570) seemed to be related to chromatin modification. Half of the rest of the terms (GO:0044087, GO:0006413, and GO:0006520) showed relatively general cellular functions, and the other terms (GO:0048008, GO:0007435, and GO:0006829) may be involved in specific functions such as development and zinc ion transport. However, all of these terms ranked so highly in the category hierarchy that it was difficult to identify any specific function among these terms. Therefore, we omitted this probe set from the objectives of the following analysis.

### Functional annotation of the extracted genes

Of the 323 probe set, 52 genes showed significant enrichment in the 10 categories (Table S3). 

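Table S3 names 89 probe sets for these genes. Ethanol raised 37 of them by limma, EA lowered 28 and RSV lowered 2, and 14 were both raised by ethanol and lowered by a polyphenol. The genes were chosen on these arrays, so the counts are not independent evidence. The median difference was 0.31 for ethanol against control, -0.32 for EA against ethanol and -0.21 for RSV against ethanol. In 78 of the 89, both polyphenols lowered the value and ethanol raised it in sign. With 1 probe set per gene, 7 of 52 genes passed in this way.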

We paid particular attention to the genes related to carbohydrate and lipid metabolism because fat accumulation induced by alcohol intake accompanies the malfunctioning of these metabolism processes [25]. 

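Of 4 regulators and enzymes of glucose use, each was higher in sign with ethanol than with control and none passed the test. Pdk4, which switches off pyruvate dehydrogenase (1417273_at), differed by 1.02 (standard error 0.3, adjusted p = 0.072) with ethanol against control, by -0.45 (adjusted p = 0.56) with EA and by -0.90 (adjusted p = 0.2) with RSV against ethanol. Pgd, of the pentose phosphate pathway (1436771_x_at), differed by 0.29 (adjusted p = 0.22), -0.35 (adjusted p = 0.2) and 0.0078 (adjusted p = 0.99) in the same order. Ppp1r3b, which targets a phosphatase to glycogen (1436590_at), differed by 0.45 (adjusted p = 0.51), -0.77 (adjusted p = 0.34) and -0.21 (adjusted p = 0.83). Onecut1, a hepatocyte transcription factor (1450252_at), differed by 0.89 (adjusted p = 0.56). Its control replicate 1 was at 10.31 and the other control arrays between 7.089 and 7.232.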

We found two enzymes—glucokinase (GCK) and phosphogluconate dehydrogenase (PGD)—and the three regulatory proteins—protein phosphatase 1 regulatory subunit 3b (PPP1R3B), one cut domain family member 1 (ONECUT1), and pyruvate dehydrogenase kinase 4 (PDK4)—among the gene products attributed to the GO:0006006 glucose metabolic process. These gene products were mapped in the metabolic pathways, as illustrated in Fig. 3A. The gene products that are involved in the TCA cycle (ACO1, IDH2, FH1, and MDH2) will be described in a later section. Most of the other gene products in Table 1B seemed to play roles in protein folding processes, as predicted from their attributed GO-terms. 

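Table S4, of genes lowered by ethanol and raised by a polyphenol, names 51 probe sets. By limma, ethanol lowered 22, EA raised 6 and RSV raised 0, and 4 were both lowered by ethanol and raised by a polyphenol. As they were chosen on these arrays, the counts are not independent evidence. The median difference was -0.34 with ethanol against control, 0.22 with EA and 0.25 with RSV against ethanol, and 42 of the 51 were lower with ethanol and higher with both polyphenols in sign.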

As for the 287 probe set, 41 genes showed significant enrichment in six GO-terms, of which five terms were related to lipid metabolism (Table S4). There were 10 genes—*Cyp7a1*, *Cyp7b1*, *Fads2*, *Fasn*, *Hmgcs1*, *Hsd3b5*, *Sc4mol*, *Sdr42e1*, *Spns2*, and *Tm7fs2* (*Dhcr14a*)—appearing multiple times in these GO categories. 

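Of 7 enzymes of sterol and bile acid synthesis, Cyp7b1 and Hsd3b5 were lower with ethanol, and none passed with EA or RSV against ethanol. Cyp7b1, the oxysterol 7-hydroxylase (1421075_s_at), fell by 1.20 with ethanol (standard error 0.2, adjusted p = 0.0069) and stayed lower than control with EA (-0.95, adjusted p = 0.0087) and RSV (-0.86, adjusted p = 0.013). Hsd3b5, a steroid dehydrogenase more active in male liver (1420531_at), fell from 12.35 ± 0.11 to 8.96 ± 0.99 (mean ± SD, n = 4) and differed from ethanol by -0.046 (adjusted p = 0.99) with EA and 0.22 (adjusted p = 0.91) with RSV. Cyp7a1, the first enzyme of bile acid synthesis (1438743_at), differed by -1.36 (adjusted p = 0.2) with ethanol, by 1.95 (adjusted p = 0.11) with EA and by 1.49 (adjusted p = 0.26) with RSV. Hmgcs1 (1433443_a_at) and Sqle (1415993_at), early and middle steps of cholesterol synthesis, differed by -0.32 (adjusted p = 0.74) and -0.32 (adjusted p = 0.78) with EA and by 0.46 (adjusted p = 0.53) and 0.47 (adjusted p = 0.59) with RSV. Msmo1 (Sc4mol, 1423078_a_at) differed by 0.29 (adjusted p = 0.78) and 0.75 (adjusted p = 0.33), and Tm7sf2 (1460684_at) by 0.063 (adjusted p = 0.83) and 0.21 (adjusted p = 0.3).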

Analyses of each gene function revealed that seven gene products (CYP7A1, CYP7B1, HMGCS1, HSD3B5, SC4MOL, SQLE, and TM7FS2) were engaged in the synthesis of steroids and bile acid (Fig. 3B). This metabolic pathway also includes two enzymes, DHCR24, catalyzing 24-double bond reduction, and AKR1D1, catalyzing 5-beta reduction, as members of 67 gene products (Table S5). 

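Akr1d1, the 5-beta-reductase of bile acid synthesis (1455100_at), was higher in sign with each polyphenol and did not pass. It differed from control by 0.26 (standard error 0.13, adjusted p = 0.22) with EA and by 0.39 (standard error 0.13, adjusted p = 0.053) with RSV. Against ethanol the differences were 0.14 (adjusted p = 0.7) and 0.28 (adjusted p = 0.35).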

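Acaca, Fads2, Fasn and Elovl6 were lower in sign with ethanol on their probe sets of highest level and did not pass the test there. On another probe set that Table S4 names, Elovl6 fell by 0.81 (adjusted p = 0.0071). Acaca, which makes malonyl-CoA (1434185_at), differed by -0.34 (standard error 0.098, adjusted p = 0.063) with ethanol against control, and by 0.18 (adjusted p = 0.44) with EA and 0.093 (adjusted p = 0.71) with RSV against ethanol. Fads2, the delta-6 desaturase (1419031_at), differed by -0.28 (standard error 0.078, adjusted p = 0.062), 0.092 (adjusted p = 0.68) and 0.25 (adjusted p = 0.16). Fasn, fatty acid synthase (1423828_at), differed by -0.36 (adjusted p = 0.56), -0.17 (adjusted p = 0.88) and 0.40 (adjusted p = 0.61), and the elongase Elovl6 (1417404_at) by -0.41 (adjusted p = 0.29), 0.35 (adjusted p = 0.5) and 0.26 (adjusted p = 0.61).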

Another characteristic of this gene set was the presence of four gene products (ACACA, FASN, ELOVL6, and FADS2) involved in long-chain fatty acid synthesis and desaturation (Figs. 3D and E). 

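Oxsm, the condensing enzyme of mitochondrial fatty acid synthesis (1455395_at), was higher with EA than on the control diet, by 0.32 (standard error 0.082, adjusted p = 0.02). With RSV the difference was 0.23 (adjusted p = 0.067) and with ethanol alone 0.081 (adjusted p = 0.62). The call with EA was lost without control replicate 3.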

The former metabolic pathway also includes OXSM, constituting 67 gene products. Several genes related to lipid transport were identified (GO:0006869). These gene products were APOL7a, OSBPL3(ORP3), PTPNC1(RDGB), PLTP, SLC27A2(FATP2), and SPNS2, among which SLC27A2 (FATP2) has been reported to function as both a fatty acid transporter and a very long-chain acyl-CoA synthetase in peroxisomes (Fig. 3C) [32]. 

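On their probe sets of highest level, 3 of the lipid transport genes fell with ethanol, and Osbpl3 and Slc27a2 rose with EA. On another probe set that Table S4 names, Pitpnc1 fell by 0.82 with ethanol (adjusted p = 0.02). Pltp, which moves phospholipids between lipoproteins (1456424_s_at), fell by 1.04 with ethanol (standard error 0.13, adjusted p = 0.0017) and stayed lower than control with EA (-0.86, adjusted p = 0.0015) and RSV (-0.84, adjusted p = 0.0016). Its control replicate 1 was at 9.438 and the other control arrays between 9.796 and 9.849. Slc27a2, a fatty acid transporter and peroxisomal synthetase (1416316_at), fell by 0.17 (adjusted p = 0.012), rose by 0.19 (standard error 0.033, adjusted p = 0.013) with EA and differed by 0.11 (adjusted p = 0.17) with RSV. Apol7a, an apolipoprotein L (1453080_at), fell by 0.50 (adjusted p = 0.032), a call lost in 6 of the 8 fits that left out 1 array. Osbpl3, a lipid transfer protein (1428484_at), rose by 1.18 (standard error 0.19, adjusted p = 0.0092) with EA and differed by 0.84 (adjusted p = 0.078) with RSV. Spns2, a sphingosine-1-phosphate exporter (1451601_a_at), differed by 0.61 (adjusted p = 0.13) and 0.58 (adjusted p = 0.19), and Pitpnc1 (1455204_at) by 0.12 (adjusted p = 0.44) and 0.23 (adjusted p = 0.14).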

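Among membrane carriers, ethanol lowered the organic anion transporter Slc22a7. Slc22a7 (1451460_a_at) fell by 1.19 (standard error 0.29, adjusted p = 0.034), a call lost in 7 of 8 fits without 1 array. Slc16a10 (1434592_at) and the vitamin C transporter Slc23a1 (1421912_at) differed with ethanol by 0.068 (adjusted p = 0.75) and -0.53 (adjusted p = 0.22).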

There were 13 gene products classified into the transmembrane transport category (GO:0055085), but each member showed a diverse function in terms of its substrate; for example, SLC16A2 (MCT8) and SLC16A10 (MCT10) for thyroid [33], SLC22A7 (OAT2) for uric acid [34], and SLC23A1 for vitamin C [35]. A total of 514 gene sets showed a relatively high number of GO-terms (15 terms) among the other gene sets. Out of 67 genes showing significant enrichment in the categories, 11 genes appeared multiple times in the list (Table S5). 

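Gnmt, Gch1 and Mat2b were higher than on the control diet with both polyphenols. Gnmt, which consumes S-adenosylmethionine to methylate glycine (1417422_at), was higher by 0.26 (standard error 0.056, adjusted p = 0.0083) with EA and by 0.38 (standard error 0.056, adjusted p = 0.0011) with RSV, and rose by 0.30 (adjusted p = 0.049) with RSV against ethanol. Gch1, the first enzyme of tetrahydrobiopterin synthesis (1420499_at), was higher by 0.39 (adjusted p = 0.007) with EA and 0.25 (adjusted p = 0.043) with RSV. Mat2b, a regulatory subunit of methionine adenosyltransferase (1448196_at), was higher by 0.16 (adjusted p = 0.0026) and 0.092 (adjusted p = 0.035). Bhmt, which remethylates homocysteine with betaine (1450624_at), was higher with RSV (0.46, adjusted p = 0.037) and did not pass with EA (0.20, adjusted p = 0.38). Mthfd1, a folate enzyme (1415916_a_at), differed by 0.11 (adjusted p = 0.51) and 0.28 (adjusted p = 0.064). The RSV calls of Gch1, Mat2b and Bhmt were lost in 7, 6 and 6 of the 8 fits without 1 array. The call of Gnmt with RSV against ethanol was lost without RSV replicate 2 and in the fit of 2 groups.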

Five of the 11 genes (*Gch1*, *Mthfd1*, *Bhmt*, *Mat2b*, and *Gnmt*) are involved in one-carbon metabolism (Fig. 3G). This metabolic pathway also includes ALDH1L1 as the member of 67 gene products and DHFR as the member of 41 gene products (Table S4). 

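Aldh1l1, a formyltetrahydrofolate dehydrogenase (1424400_a_at), did not pass. It differed from control by 0.20 (adjusted p = 0.38) with EA and 0.38 (adjusted p = 0.069) with RSV.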

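Genes that make NAD from nicotinamide and its riboside were higher with the polyphenols than on the control diet. Nampt, the main enzyme of NAD salvage (1417190_at), was higher by 0.98 (standard error 0.15, adjusted p = 0.0016) with EA and by 0.71 (standard error 0.15, adjusted p = 0.0082) with RSV, with 0.51 (adjusted p = 0.078) for ethanol alone. Nmrk1 (Nrk1), nicotinamide riboside kinase (1425646_at), was higher by 1.14 (standard error 0.17, adjusted p = 0.0013) and 0.60 (adjusted p = 0.031) and rose by 0.95 (adjusted p = 0.016) with EA against ethanol. The call with RSV was lost in 7 of the 8 fits without 1 array. RSV replicate 4 of Nmrk1 was at 7.197 and the other RSV arrays between 7.876 and 8.011. Kmo, of the kynurenine pathway (1418998_at), differed from control by 0.22 (adjusted p = 0.34) and 0.33 (adjusted p = 0.13).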

The other three members of the 11 genes (*Kmo*, *Nampt*, and *Nrk1*) were found to be necessary for NAD synthesis (Fig. 3F). This pathway receives tryptophan as the substrate for *de novo* NAD synthesis. TDO2, IDO2, and AFMID, which were also identified as members of 67 gene products (Table S5), catalyze oxidation-hydrolysis steps of this stream. In addition, KYNU, located at one of these steps, was identified as a member of 52 gene products (Table 1B). 

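Tdo2, the tryptophan dioxygenase of liver (1419093_at), was higher than on the control diet in all 3 ethanol groups, by 0.21 (standard error 0.047, adjusted p = 0.027) with ethanol, 0.16 (adjusted p = 0.038) with EA and 0.22 (adjusted p = 0.0089) with RSV. The call with ethanol was lost in 5 and that with EA in 6 of the 8 fits without 1 array. Ido2, another tryptophan dioxygenase (1425778_at), differed from control by 0.21 (adjusted p = 0.2) with EA and 0.24 (adjusted p = 0.11) with RSV, and Afmid, a formamidase (1452944_at), by 0.31 (adjusted p = 0.23) and 0.35 (adjusted p = 0.14).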

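Kynu, which cleaves kynurenine (1430570_at), did not pass in any of these comparisons. It differed by 0.21 (adjusted p = 0.39) with ethanol against control, and against ethanol by -0.27 (adjusted p = 0.38) with EA and 0.14 (adjusted p = 0.66) with RSV. Its ethanol replicate 3 was at 9.36 and the other ethanol arrays between 10.0 and 10.11.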

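Of 8 urea cycle genes, 4 were higher with RSV than on the control diet and 0 lower (5 higher adjusted over the list alone, camera adjusted p = 0.0033, and 0.62 with an estimated correlation), and 3 were higher with EA (5 adjusted over the list alone, camera adjusted p = 0.067, and 0.64 with an estimated correlation). Cps1, the entry enzyme of the cycle (1455540_at), was higher by 0.30 (standard error 0.047, adjusted p = 0.0017) with RSV and differed by 0.12 (adjusted p = 0.1) with EA. Otc, the next enzyme (1420525_a_at), did not pass and differed by 0.15 (adjusted p = 0.099) with RSV and 0.073 (adjusted p = 0.46) with EA. Nags, which makes the activator of Cps1 (1425230_at), was higher by 0.24 (adjusted p = 0.019) with ethanol, 0.23 (adjusted p = 0.0097) with EA and 0.25 (adjusted p = 0.0057) with RSV, and Asl by 0.61 (adjusted p = 0.008), 0.71 (adjusted p = 0.0011) and 0.95 (adjusted p = 0.00025).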

The rest of the 11 genes included *Otc* and *Cps*, whose products constitute the urea cycle (Fig. 3I). Another characteristic of the 514 probe set was the enrichment of genes in the categories related to the processes producing energy from sugar or lipid. We found four gene products—MDH2, FH1, ACO1, and IDH2—involved in the TCA cycle (Fig. 3A). Two of them, IDH2 and MDH2, are located at NADH-producing steps in the cycle. 

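All 4 genes were higher with RSV than on the control diet, and Aco1 and Idh2 with EA. Idh2, the mitochondrial NADP-linked isocitrate dehydrogenase (1450048_a_at), was already higher with ethanol (0.44, standard error 0.051, adjusted p = 0.001), and was higher by 0.54 (adjusted p = 9.2e-05) with EA and 0.52 (adjusted p = 0.00014) with RSV. Aco1, the cytosolic aconitase (1456728_x_at), was higher by 0.24 (adjusted p = 0.0035) with EA and 0.27 (adjusted p = 0.0019) with RSV. Fh1, fumarase (1424828_a_at), was higher by 0.36 (adjusted p = 0.017) and Mdh2, mitochondrial malate dehydrogenase (1433984_a_at), by 0.17 (adjusted p = 0.0099) with RSV. With EA these differed by 0.17 (adjusted p = 0.24) and 0.11 (adjusted p = 0.077).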

As for lipid metabolism, six enzyme genes—*Acaa1a*, *Acsm5*, *Acox1*, *Cpt1a*, *Hsd17b4*, and *Phyh*—were found to be involved in fatty acid oxidation (Fig. 3C). 

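Acsm5 and Phyh were higher than on the control diet with both polyphenols. Acsm5, a mitochondrial acyl-CoA synthetase (1437662_at), was higher by 0.26 (standard error 0.036, adjusted p = 0.00081) with EA and 0.17 (adjusted p = 0.0068) with RSV, and rose against ethanol by 0.29 (adjusted p = 0.0048) and 0.20 (adjusted p = 0.046), the latter call lost in 6 of 8 fits without 1 array. Phyh, of peroxisomal alpha-oxidation (1460194_at), was higher by 0.10 (adjusted p = 0.019) and 0.12 (adjusted p = 0.008). Cpt1a, which admits fatty acids to mitochondria (1460409_at), rose by 0.53 (standard error 0.1, adjusted p = 0.018) with EA against ethanol and differed from control by 0.29 (adjusted p = 0.075) with EA and -0.0044 (adjusted p = 0.98) with RSV. Acaa1a, a peroxisomal thiolase (1456011_x_at), differed from control by 0.27 (adjusted p = 0.076) and 0.16 (adjusted p = 0.26). The probe set of Hsd17b4 (1417369_at) is compressed and differed by 0.0046 (adjusted p = 0.27) and 0.003 (adjusted p = 0.43). Amacr, a racemase of branched fatty acids (1417208_at), fell by 0.30 with ethanol against control (standard error 0.024, adjusted p = 7.7e-05) and rose by 0.19 (standard error 0.024, adjusted p = 0.0048) with EA against ethanol. With RSV it differed from ethanol by 0.00635. It stayed lower than control with EA (-0.116) and RSV (-0.297).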

Notably, four of these gene products (ACAA1A, ACOX1, HSD17B4, and PHYH) have been reported to be localized to peroxisome [36] and that the two peroxisomal enzymes, SLC27A2 (FATP2) and AMACR, were also identified as members of the 41 gene products (Table S4) [32], [37]. 

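Per3 and Cry2, repressors of the clock, rose with EA against ethanol, and Per3 also with RSV. Per3 (1421087_at) rose by 1.05 (standard error 0.15, adjusted p = 0.0066) with EA and by 0.93 (standard error 0.15, adjusted p = 0.036) with RSV. The call with RSV was lost without RSV replicate 2 and in the fit of 2 groups. Cry2 (1426383_at) rose by 0.53 (standard error 0.099, adjusted p = 0.018) with EA and differed by 0.46 (adjusted p = 0.072) with RSV, and was higher than on the control diet by 0.61 (adjusted p = 0.0019) and 0.54 (adjusted p = 0.0035). Cry1 (1433733_a_at) differed from control by -0.35 (adjusted p = 0.21) with EA and -0.37 (adjusted p = 0.16) with RSV. Per1 (1449851_at) was higher than control with RSV (1.22, adjusted p = 0.02) and did not pass with EA (0.82, adjusted p = 0.11), and Per2 (1417602_at) differed by 0.48 (adjusted p = 0.16) with EA and 0.49 (adjusted p = 0.12) with RSV. Dbp, a transcription factor that carries the clock to metabolic genes (1438211_s_at), was 10.90 ± 0.28 on the control diet, 10.49 ± 0.47 on ethanol, 11.71 ± 0.1 with EA and 11.48 ± 0.13 with RSV (mean ± SD, n = 4). It rose by 1.22 (standard error 0.2, adjusted p = 0.01) with EA and differed by 0.99 (adjusted p = 0.06) with RSV against ethanol.

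**Figure D4:**
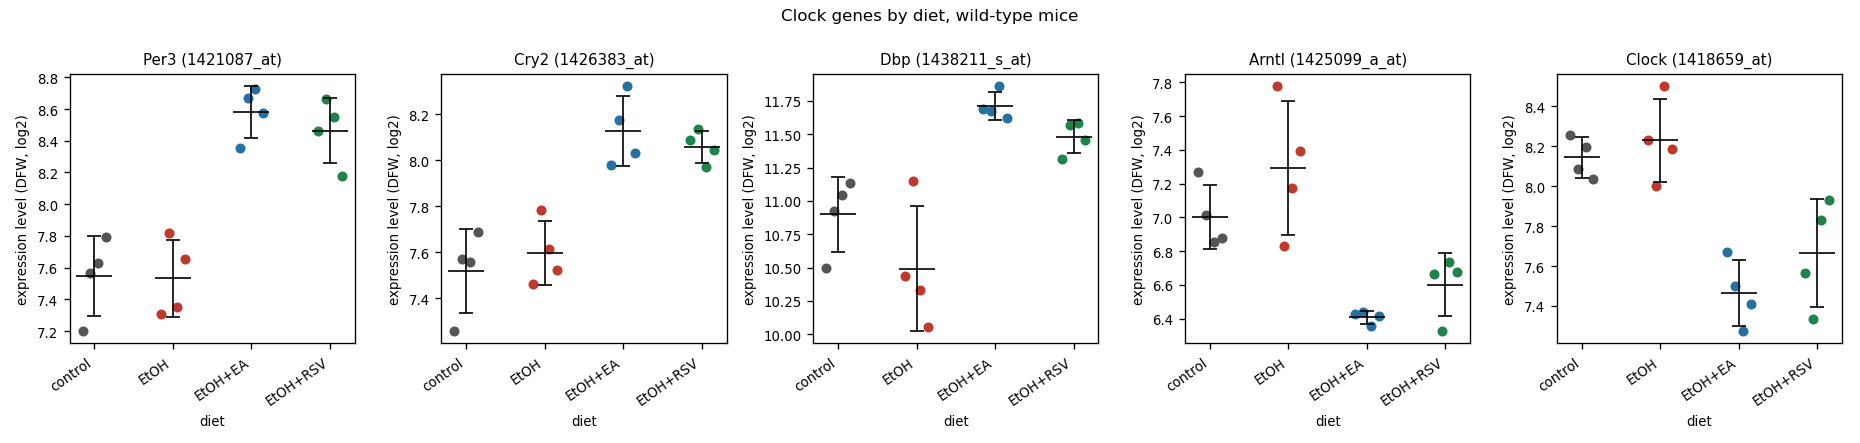
DFW log2 values of Per3, Cry2, Dbp, Arntl and Clock on each array of wild-type mice by diet (points), with the mean and SD (bars, n = 4). Per3, Cry2 and Dbp were higher, and Arntl and Clock lower, with EA than with ethanol at an adjusted p under 0.05.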

The most distinct category attributed to the 514 probe set was GO:0007623-circadian rhythm, which contains four genes (*Per1*, *Per2*, *Per3*, and *Cry1*) essential for the core clock oscillation and one gene (*Dbp*) essential for its output to metabolic regulation (Fig. 3H). 

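Arntl and Clock, of the activating arm, were lower with EA than with ethanol, and neither passed with RSV. Arntl (Bmal1, 1425099_a_at) fell by 0.89 with EA against ethanol (standard error 0.17, adjusted p = 0.018) and differed by -0.69 (adjusted p = 0.093) with RSV. Its partner Clock (1418659_at) fell by 0.77 with EA (standard error 0.14, adjusted p = 0.015) and differed by -0.56 (adjusted p = 0.094) with RSV. Against control, Clock was lower by -0.68 (adjusted p = 0.0059) with EA and -0.48 (adjusted p = 0.028) with RSV. Arntl was lower with EA (-0.59, adjusted p = 0.032), a call lost in 6 of the 8 fits without 1 array.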

Other components of the core clock oscillator were also identified in the 52 gene products (*Arntl*, Table S3) and in the 253 gene products (*Clock*, Table S6).

**Figure 3:**
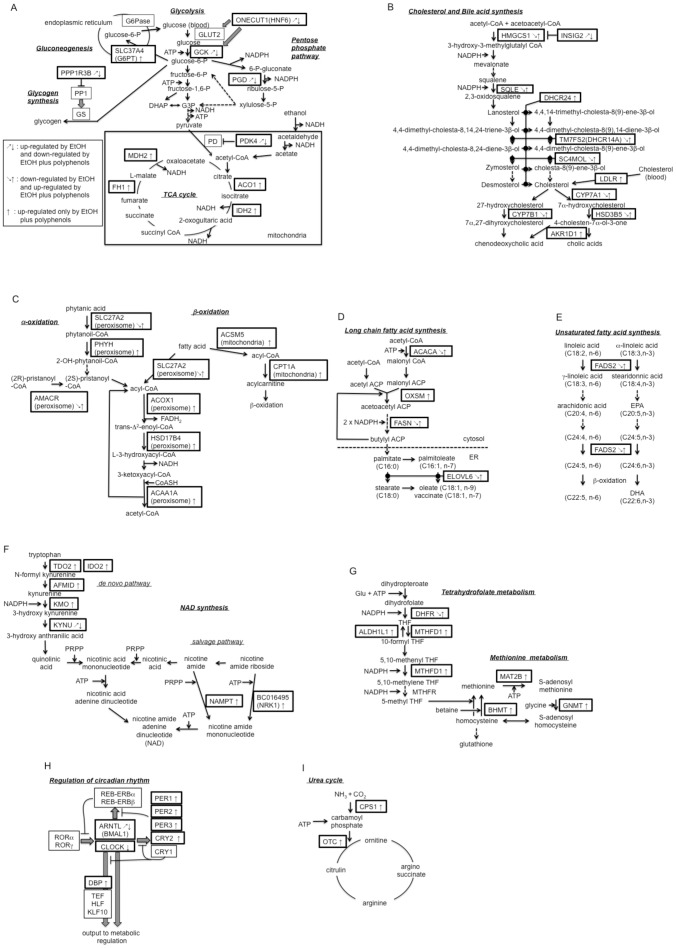
Mapping of the extracted gene products in metabolic pathways.

### Dependency of the polyphenols' ameliorative effect on CAR activity

Analyzing the extracted genes, we found multiple genes that have been reported to be regulated by CAR; three genes (*Pgd*, *Ppp1r3b*, and *Insig2*) in 52 gene products (Table S3), six genes (*Cyp7a1*, *Cyp7b1*, *Fasn*, *Sqle*, *Sc4mol*, and *Hmgcs1*) in 41 gene products (Table S4), and 4 genes (*Dhcr24*, *Akr1d1*, *Ldlr*, and *Cpt1a*) in 67 gene products (Table S5). 

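Nr1i3, the gene of CAR itself (1425392_a_at), was 9.41 ± 0.19 on the control diet, 9.24 ± 0.31 on ethanol, 9.88 ± 0.16 with EA and 9.56 ± 0.16 with RSV (mean ± SD, n = 4). It rose by 0.64 (standard error 0.15, adjusted p = 0.045) with EA against ethanol, a call lost in 7 of 8 fits without 1 array. Insig2, which restrains the activation of sterol regulators (1417982_at), fell by 0.82 with EA against ethanol (standard error 0.18, adjusted p = 0.039) and differed by -0.72 (adjusted p = 0.11) with RSV.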

The way in which each gene was regulated by the polyphenols (activation or suppression) was in accordance with the behavior of CAR activators [38]–[41]. Some of these genes were located at the critical steps of sugar or lipid metabolism, as described in the previous sections. 

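Some of the 27 CAR targets of xenobiotic metabolism passed as higher with ethanol alone, a list call lost with an estimated correlation. No further rise with the polyphenols passed the test. Against ethanol, 0 of the 27 passed with EA, over all probe sets by limma or over the list alone, and 16 had a positive difference (camera adjusted p = 0.48, and 0.91 with an estimated correlation). With RSV 1 was lower (camera adjusted p = 0.91, and 0.96 with an estimated correlation): Cyp3a11, a cytochrome P450 of drug metabolism (1416809_at), fell by 0.13 (standard error 0.024, adjusted p = 0.046). The call of Cyp3a11 was lost in 5 of the 8 fits without 1 array. Cyp2b10 differed from ethanol by -0.17 (adjusted p = 0.92) with EA and 0.27 (adjusted p = 0.81) with RSV. Cyp2c29 differed by 0.03 (adjusted p = 0.91) and 0.0066 (adjusted p = 0.98), and Gsta2 by 0.20 (adjusted p = 0.47) and 0.28 (adjusted p = 0.28).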

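Liver RNA from CAR-deficient mice on the same 4 diets was measured on the same array type, with 3 mice, each on an array of its own, per diet. The authors summarised these 12 arrays by DFW apart from the wild-type arrays, and the deposited log2 values of the 2 genotypes lie on different scales. Levels are therefore not compared between genotypes, and a difference between the genotypes' responses also carries the difference of scale. Of the probe sets, 45011 had values, 26 were blank on all 12 arrays, and 6 held values above 15, up to 27.2. The standard deviation over the 12 arrays was at most 0.01 for 79.3%. Nr1i3 was measured by 1425392_a_at, which may lie outside the deleted part of the gene and so does not check the deletion. It lay between 8.554 and 9.487 on the 12 arrays. The control arrays were at 8.787, 8.554 and 8.694, the ethanol arrays at 8.557, 9.335 and 9.014, the EA arrays at 8.819, 8.976 and 9.487 and the RSV arrays at 9.397, 8.825 and 8.596 (replicates 1, 2 and 3). The number of arrays, 3 per diet, limits the precision: in data simulated for ethanol against control, limma recovered 46 of 100 probe sets changed by 1 and 15 of 100 changed by 0.5.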

We then examined the effect of the polyphenols on fatty liver progression in CAR-deficient mice. While CAR-deficient mice fed the ethanol diet developed AFL, as in the case of wild-type mice (Fig. 4A), the addition of the polyphenols to the diets had no effect on the fat accumulation, i.e., no significant difference between the ethanol group and the ethanol plus polyphenol groups (Fig. 4B). 

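In CAR-deficient mice the arrays of the ethanol plus polyphenol diets were not separated from those of the ethanol diet by the test. The mean distance between them exceeded that within the groups by 0.00249, and 8 of 84 choices of 3 from these 9 arrays gave as large a value (exact permutation test, one-sided, p = 0.0952). Without ethanol replicate 1 the difference was -8.57e-05 (exact permutation test, p = 0.393), and without RSV replicate 3 the p was 0.0536. The difference between the ethanol and control arrays was 0.0054 (exact permutation p = 0.1, the smallest that 3 arrays against 3 allow). EA against ethanol gave 0.00111 (exact permutation p = 0.2) and RSV against ethanol -0.000592 (exact permutation p = 0.7). A tree cut into 4 groups held the 3 control arrays in the first, ethanol replicate 1 alone, RSV replicate 3 alone, and the other 7 arrays of all 3 ethanol diets together.
By limma, 0 probe sets differed between EA and ethanol or between RSV and ethanol. At an unadjusted p under 0.05, 3824 and 2459 differed, and the rank product at an FDR of 0.05 called 264 and 69. In data simulated for ethanol against control of these mice, the rank product made 196 calls without a change. Ethanol against control changed 155 probe sets, 80 higher and 75 lower, and 12 in a fit with the replicate number as a block. Without control replicate 2 there were 6.
Hsd3b5 fell by 5.61 with ethanol (standard error 0.12, adjusted p = 9.6e-07), the steroid and drug hydroxylase Cyp2d9 fell by 1.45 (adjusted p = 0.043) and the organic anion transporter Slco1a1 fell by 5.31 (adjusted p = 0.029). Cyp2c29, a cytochrome P450 (1417651_at), rose by 2.88 (standard error 0.19, adjusted p = 0.0028) and stayed higher than control with EA (1.92, adjusted p = 0.02) and RSV (2.69, adjusted p = 0.0039). The complement gene C6 fell by 1.93 (adjusted p = 0.023) and C8a fell by 1.79 (adjusted p = 0.029). Cyp2d9, Slco1a1, C6 and C8a lost their calls in the fit with the block and in the fit without control replicate 2, and Hsd3b5 and Cyp2c29 kept theirs in both. Of 12 male-biased genes, 4 were lower and 0 higher (11 lower adjusted over the list alone, camera adjusted p = 1.1e-14, and 0.073 with an estimated correlation), and of 12 female-biased genes, 1 was higher and 0 lower (8 higher adjusted over the list alone, camera adjusted p = 4e-10, and 0.0088 with an estimated correlation). Of 27 CAR targets of xenobiotic metabolism, 3 were higher and 0 lower, Cyp2c29, Cyp2c37 and Cyp2c39 (14 higher adjusted over the list alone, camera adjusted p = 3.6e-11, and 0.0052 with an estimated correlation). Cyp2b10 differed by 2.30 (adjusted p = 0.19). Of 12 Kupffer cell markers, 0 passed over all probe sets and 7 were lower over the list alone (camera adjusted p = 2.6e-06, and 0.23 with an estimated correlation).
With the polyphenols against ethanol, chaperones of the endoplasmic reticulum were lower as a list. With EA 25 of 29 had a negative difference (camera adjusted p = 0.0034, and 0.99 with an estimated correlation) and with RSV 27 of 29 (camera adjusted p = 1.3e-08, and 0.85 with an estimated correlation), and 0 passed on their own over the list alone. Cytosolic heat shock proteins had a positive difference in 12 of 17 cases with EA (camera adjusted p = 0.72) and in 16 with RSV (camera adjusted p = 0.04, and 0.85 with an estimated correlation). The response of lists to the mean of EA and RSV differed between the genotypes for cytosolic heat shock proteins (camera adjusted p = 1.6e-06), proteasome subunits (0.019), one-carbon and methionine metabolism (0.01), male-biased genes (0.01) and female-biased genes (0.0019), and with an estimated correlation for none of them (0.78, 0.78, 0.78, 0.78 and 0.19).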

A liver transcriptome analysis of CAR-deficient mice revealed no segregation of the gene clusters between the ethanol group and the ethanol plus polyphenol groups (Fig. S2), in accordance with case of the phenotypes in the fat accumulation of the liver. In addition, most of the genes extracted by the gene ontology analysis were regulated in the way different from that of wild type mice; no biphasic change nor up-regulation in the presence of ethanol plus polyphenols diet compared to the control diet (Table S3 to S5).These results clearly indicate that the ameliorative effect of the polyphenols on the AFL is mediated by CAR.

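Few of the tabled probe sets passed the test in CAR-deficient mice. Of the 89 probe sets of Table S3, 67 (75.3%) were higher in sign with ethanol than with control, 2 of them past the threshold of limma. In 59 (66.3%) the value was higher with ethanol than with control and lower with both polyphenols than with ethanol, against 32.5% of all uncompressed probe sets and 25% where diets have no effect. By limma 0 were lower with EA or RSV. The probe sets of Hsp90aa1, Hspa8 and Hsph1 in this table were lower in sign with ethanol and higher in sign with both polyphenols, against the signs in wild-type mice. The rank product at an FDR of 0.05 gave 2 of the 89 a rise with ethanol and a fall with a polyphenol. The median differences were 0.28 with ethanol against control, and -0.21 with EA and -0.21 with RSV against ethanol. The mean polyphenol difference over the 89 was as low in 7 of 84 choices of the ethanol arrays (exact permutation test, one-sided, p = 0.083).
For the 51 probe sets of Table S4, 46 (90.2%) were lower in sign with ethanol, 2 of them past the threshold, and 25 (49%) were also higher with both polyphenols than with ethanol, against 24.6% of all uncompressed probe sets. The median differences were -0.45 with ethanol, 0.12 with EA and 0.11 with RSV, and 0 were higher with EA or RSV by limma, while the rank product gave 7 the biphasic change. As high a mean polyphenol difference came from 17 of 84 choices (exact permutation test, one-sided, p = 0.2).
The difference between the genotypes was tested as an interaction. For the response to the polyphenols, averaged over EA and RSV, 0 of the tabled probe sets of either table passed. Over all 45011 probe sets 39 passed, 5 of them uncompressed in both genotypes. For the response to ethanol, 0 probe sets of Table S3 and 3 of Table S4 passed, and 999 over all probe sets, 119 of them uncompressed in both. For EA against ethanol 71 passed. For RSV against ethanol 0 passed by limma, and 3179 had an unadjusted p under 0.05. Without ethanol replicate 2 of the CAR-deficient mice, 410 passed for the averaged polyphenols, 359 for EA and 139 for RSV.
From the missing effect of the polyphenols on liver fat in CAR-deficient mice, the missing segregation of their arrays and the different regulation of the tabled genes, the paper concludes that the amelioration of alcoholic fatty liver by the polyphenols is mediated by CAR.

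**Figure D5:**
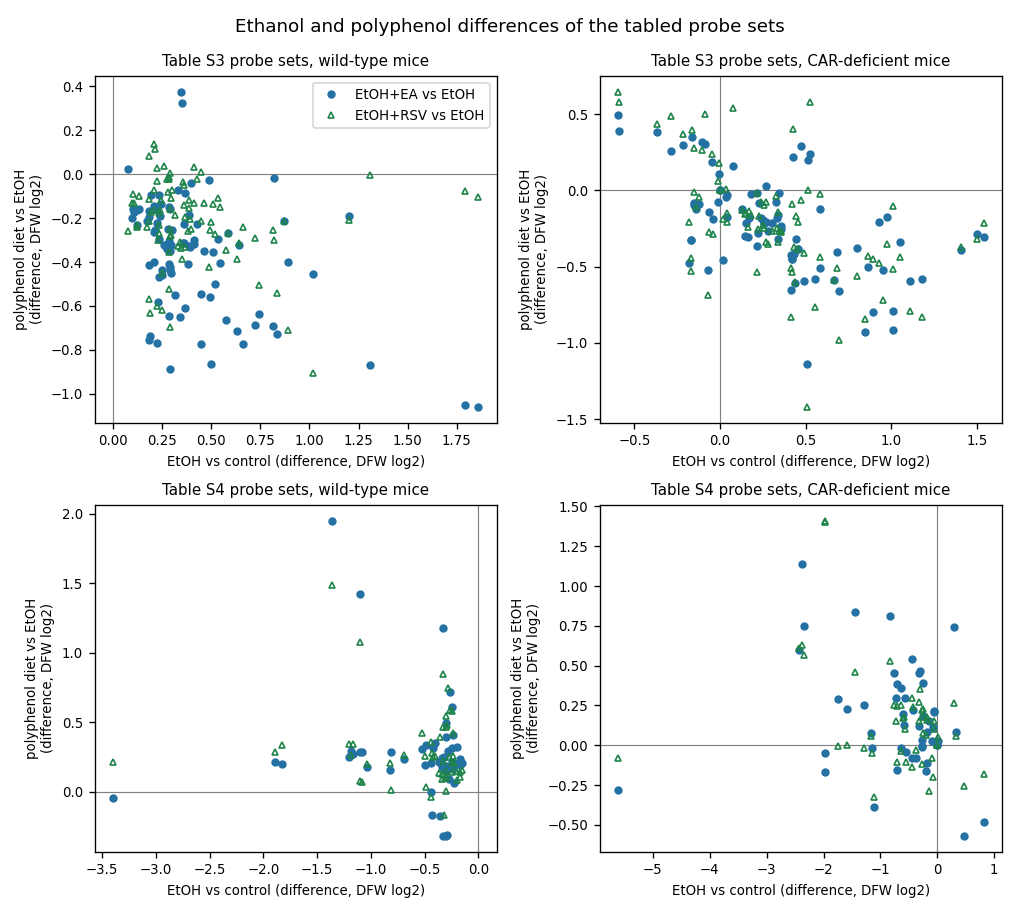
Difference of ethanol from control (horizontal, DFW log2) against the difference of each polyphenol diet from ethanol (vertical, DFW log2) for the probe sets of Tables S3 and S4, in wild-type and CAR-deficient mice. Each point is a probe set, and the axes differ between panels. Most Table S3 points of CAR-deficient mice lie to the right and below 0, with median differences of 0.28, -0.21 and -0.21.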

**Figure 4:**
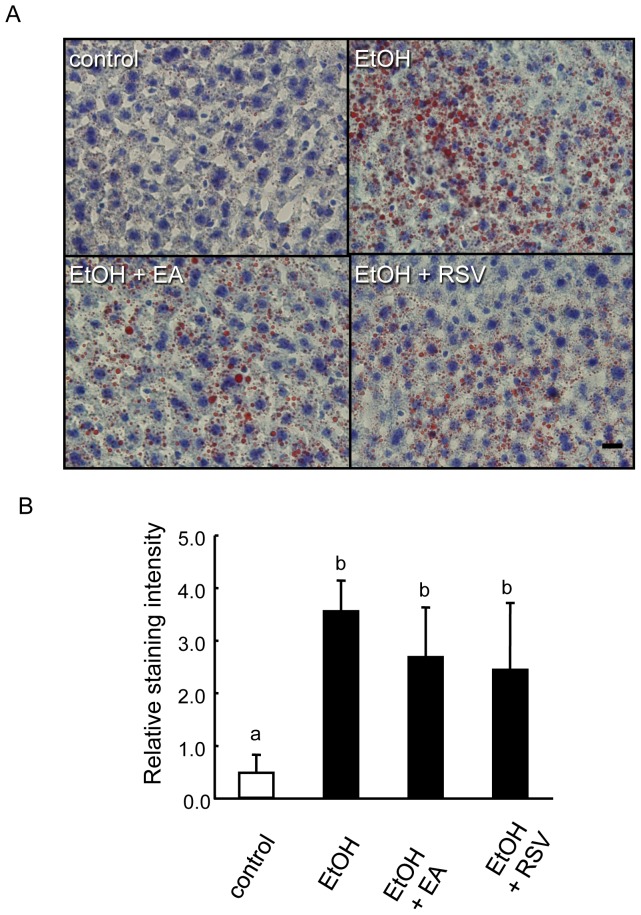
Dependency of the polyphenol's ameliorative effect on the CAR gene. A, Oil red O staining of the liver sections from CAR KO mice fed under the same conditions as described in Fig. 1. Larger numbers of oil drops were observed in the sections of mice fed the ethanol, the ethanol plus ellagic acid, or the ethanol plus trans-resveratrol diet compared with that of the control diet. B, Quantification of oil drop intensities per section. Differences (n = 3, Tukey-Kramer multiple comparison) were observed between the control group (a) and the other groups (b). Scale bar, 10 µm.

## Discussion

In this study, we have analyzed changes in the liver transcriptome that correlates with the alleviation of AFL by the administration of the polyphenols occurring in alcoholic beverages. The resulting probe sets had 323, 287, 514, and 742 members, groups that were large enough to allow detection of gene enrichment in certain GO-term categories [30]. Although we processed the data with no preconceived hypothesis, the extracted genes showed some coordinated functions of metabolism that were in accordance with the previous studies on AFL. The predicted regulation of each metabolic pathway is discussed in the following sections.

Chronically administered ethanol causes production of unusually large amounts of acetic acid and NADH. This stream affects the TCA cycle and the other related pathways in two ways: by loading acetyl-CoA as a substrate and by providing excess NADH that inhibits NADH-producing steps in the pathways [11], [25], [26]. We found 10 gene products in these metabolic pathways showing coordinated regulation in response to the administration of ethanol and/or the polyphenols. In the presence of ethanol alone, five genes—*Ppp1r3b*, *Onecut1*, *Gck*, *Pgd*, and *Pdk*—were up-regulated. PPP1R3B inhibits glycogen synthesis by interacting with protein phosphatase 1 [42]. ONECUT1 (HNF6) stimulates transcription of glucose transporter 2 (*Glut2*) and *Gck* [43]. GCK and PGD are located at the critical steps of glycolysis and the pentose phosphate pathway, respectively [42], [44]. PDK4 phosphorylates pyruvate dehydrogenase (PD) complex, resulting in the inhibition of acetyl-CoA synthesis from pyruvate [45]. Augmentation of these gene products may lead to the inhibition of glycogen synthesis, the activation of glycolysis, activation of the pentose phosphate shunt, and inhibition of pyruvate incorporation to the TCA cycle, respectively (Fig. 3A). Under this condition, the acetyl-CoA derived from ethanol may be predominantly utilized for fatty acid synthesis with the supply of NADPH from the pentose phosphate pathway. Addition of the polyphenols to the diets suppressed the expression of all if these genes and induced the transcription of five other genes (*Slc37a4*, *Aco1*, *Idh2*, *FH1*, and *Mdh2*) that may facilitate the activation of gluconeogenesis and the facilitation of the TCA cycle (Fig. 3A). In summary, the polyphenols may suppress *de novo* lipogenesis from carbohydrates by activating gluconeogenesis, glycogen synthesis, and the TCA cycle and by inhibiting the pentose phosphate pathway under the condition of chronic ethanol feeding (Table 5).

**Table 5:** Summary of the predicted polyphenol's effect on metabolism.

Metabolic pathways	EtOH vs control	EtOH+EA or RSV vs EtOH	EtOH+EA or RSV vs control
*TCA cycle*	down	up	up
*Steoid and Bile acid synthesis* *	down	up	up
*β-oxidation* *	down	up	up
*α-oxidation*	down	up	up
*Tetrahydrofolate metabolism*	down	up	up
*Core clock (day)*	up	down	down
*Glycogen synthesis* *	down	up	
*Long chain unsaturated fatty acid synthesis*	down	up	
*Glycolysis*	up	down	
*Pentose phosphate pathway*	up	down	
*Gluconegenesis*			up
*NAD synthesis*			up
*Methionine metabolism*			up
*Urea cycle*			up
*Core clock (night)*			up
*Clock output regulators*			up

* : metabolic pathways that include CAR-regulated gene products.

Many researchers have reported that chronic ethanol consumption induces augmentation of fatty acid synthesis [25]–[27]. Contrary to this accepted idea, our transcriptomic analysis revealed that four enzyme genes involved in fatty acid synthesis were down-regulated by ethanol administration. These are *Acaca* and *Fasn*, located at the critical steps in *de novo* fatty acid synthesis (Fig. 3D), and *Elovl6* and *Fads2*, required for long-chain fatty acid elongation and desaturation, respectively (Fig. 3E) [46], [47]. Interestingly, addition of the polyphenols to the diets reversed the expression of all these genes and also induced *Oxsm*, whose product catalyzes incorporation of acetyl-CoA to the elongating fatty acid. Yin *et al.* [29] conducted liver transcriptomic analysis in mice fed ethanol for four weeks at low (3.6% of total calorie) and high (36% of total calorie) doses and found up-regulation of *Acaca* and *Fads2* at both doses. This finding partly contradicts our result, but the coordinated regulation of these 2 genes with the other genes (Fig. 3E and F) strongly suggests that the addition of the polyphenols to the diets may enhance the synthesis of long-chain unsaturated fatty acids. Song *et al.* [48] have reported that co-administration of long-chain polyunsaturated fatty acids (PUFAs) with ethanol decreased the hepatic triglyceride levels in rats compared with those fed an ethanol diet alone. They attributed this protective effect to the antioxidative activity of the long-chain PUFA. It is possible that the polyphenol's protective effect on fatty liver is partially mediated by the *de novo* PUFA synthesis.

As a component of the apolipoprotein complex, cholesterol plays a critical role in lipid transfer between the liver and peripheral tissues, and its amount is regulated by the balance among the food-derived intake, the *de novo* synthesis, and the excretion as bile acids [49]. We identified four genes (*Hmgcs1*, *Sqle*, *Tm7fs2*, and *Sc4mol*) for cholesterol synthesis and three genes (*Cyp7a1*, *Cyp7b1*, and *Hsd3b5*) for bile acid synthesis, all of which were down-regulated in the presence of ethanol alone (Fig. 3B). This overall suppression of cholesterol synthesis and its metabolism to bile acids seems to be a result of adaptive regulation by the excess supply of acetyl-CoA derived from ethanol [50]. However, addition of the polyphenols to the diets totally reversed this regulation, *i.e.*, the acceleration of this metabolic pathway. Additionally, two enzyme genes (*Dhcr24* and *Akr1d1*) and a receptor gene for cholesterol recovery from peripheral tissue (*Ldlr*) were found to be up-regulated in the presence of ethanol and the polyphenols. It can thus be concluded that the polyphenols promote the consumption of acetyl-CoA by *de novo* cholesterol synthesis, its recovery from peripheral tissue and its excretion in the form of bile acids [51].

Because there is no difference in fat composition between the ethanol diet and the control diet used in this study, the accumulation of triacylglycerol in the liver of the ethanol-administered mice can be attributable to overall imbalance between fatty acid synthesis and its catabolism. Our serum analysis revealed lower levels of triacylglycerol in mice administered ethanol or ethanol plus the polyphenols than those administered the control diet (Table S2). This suggests that the imbalance may occur within the liver, not between the liver and the peripheral tissues [12], [26], [52]. Under this condition, this may be an efficient way to accelerate fatty acid oxidation for reducing fat accumulation in the liver. Our finding that three enzyme genes for α-oxidation (*Slc27a2*, *Phyh*, and *Amacr*) and six enzyme genes for β-oxidation (*Acsm5*, *Cpt1a*, *Slc27a2*, *Acox1*, *Hsd17b4*, and *Acaa1a*) were up-regulated in the presence of the polyphenols (Fig. 3C) could be a rationale for the polyphenol's preventive effect on the AFL. In addition, it is possible that this regulation is a part of the metabolic response to xenobiotics, because xenobiotics, including polyphenols, can be oxidized in this peroxisomal pathway [36].

One of ethanol's adverse effects on the energy metabolism is the overproduction of NADH, which also means the depletion of its oxidized form, NAD. It is interesting to note that four enzyme genes (*Tdo2*, *Ido2*, *Afmid*, and *Kmo*) involved in the *de novo* synthesis of NAD and two enzyme genes (*Nampt* and *Nrk1*) involved in the nicotine amide salvage pathway were up-regulated only in the presence of ethanol plus the polyphenols (Fig. 3F). In addition, Kynu, whose product is located at the second-to-last step of the *de novo* synthesis pathway, showed up-regulation by feeding with ethanol alone and suppression by ethanol plus the polyphenols (Fig. 3F). These transcriptional regulations suggest that administration of the polyphenols may decline the *de novo* NAD synthesis and activate its salvage from the nicotine amide derivative's pool.

Metabolism of ethanol produces ROS, which have been recognized as some of the causative agents of liver steatosis. One of the endogenous protective mechanisms against ROS is the production of glutathione (GSH) as a reducing agent. The GSH metabolism is related to one-carbon metabolism through the precursor of this compound, homocysteine, which facilitates the production of methionine by receiving a methyl moiety from 5-methyl tetrahydrofolate (Fig. 3G). This pathway produces S-adenosyl methionine (SAM), which has also been shown to exert antioxidative effects in alcohol-fed rodents [53]. It is also important to mention that SAM provides a methyl moiety for the modification of various biomolecules, including deoxyribonucleic acid [54]. In our analysis, two enzyme genes (*ALdh1l1* and *Mthfd1*), whose products catalyze interconversion of tetrahydrofolate derivatives and three enzyme genes (*Mat2b*, *Bhmt*, and *Gnmt*) for methionine metabolism were found to be up-regulated in the presence of ethanol plus the polyphenols. In addition, *Dhfr* showed biphasic changes of the expression, *i.e.*, down-regulation by ethanol alone and up-regulation by ethanol plus the polyphenols (Fig. 3G). These regulations may facilitate utilization of folate for SAM and GSH production.

There is emerging evidence that nutritive status affects intrinsic oscillation of the clock genes both in the central nervous system (the suprachiasmatic nucleus, the SCN) and in the peripheral tissues [55]. The core clock consists of two groups of genes: the one expressed during daytime (*Bmal1* and *Clock*) and the other expressed at nighttime (*Per1, 2, 3*, *Cry1* and *2*). Interestingly, six of these components (*Arntl*, *Clock*, *Per1, 2, 3*, and *Cry2*) were found to be regulated by the polyphenol treatment (Fig. 3H). The polyphenols' effect seemed to be gene function selective; i.e., daytime genes were down-regulated, whereas nighttime genes were up-regulated (Fig. 3H). Whether or not the regulation of this type affects the phase and the amplitude of their oscillation should be examined as a future issue. However, it is notable that one of the clock genes, *Arntl* (*Bmal1*), showed biphasic regulation, *i.e.*, up-regulation by ethanol and down-regulation by ethanol plus the polyphenols. There are several reports about the impacts of ethanol administration on the central clock located in the SCN [56]. It is thus possible that the polyphenols antagonize the perturbation of the liver clock genes by ethanol administration by acting directly on the liver or *via* the SCN.

Ethanol is being recognized as a food factor that induces the epigenetic modification of genes because its administration alters the amounts of the key epigenetic regulatory factors, such as acetyl-CoA (excess production), NAD (depletion), and SAM (depletion) [12], [54]. These effects have been thought to be mediated mainly by ethanol metabolism, but our transcriptome analysis revealed that the significant changes also occurred in the expression of the enzyme genes involved in the production of these factors (Table 5). These transcriptional regulations may be accounted for by the adaptive regulation of the enzyme genes in response to the unusual supply of acetyl-CoA and NAD or to the need for endogenous antioxidative agents such as SAM and glutathione. Most noteworthy is the fact that the co-administration of the polyphenols markedly antagonized these regulations (Table 5). The precise contribution of these regulations to the amelioration of AFL needs to be elucidated in the context of metabolomics. However, this integrative effect of the polyphenols strongly suggests the presence of their molecular target, which is closely associated with transcriptional machinery. From this aspect, we have examined the dependence of the polyphenol's ameliorative effect on the nuclear receptor, CAR, and found that the deletion of the CAR gene extinguished the polyphenol's effect both phenotypically and transcriptomically (Fig. 4 and Fig. S2). It has been shown that the transcriptional regulation by nuclear receptors includes multiple steps of epigenetic modification at the gene loci under the control [19], [57], [58]. Accordingly, it is quite possible that CAR mediates the polyphenol's antagonistic effect against the epigenetic perturbation by ethanol administration at the transcriptional level. In conclusion, our study provides the molecular basis for the prevention of AFL by polyphenols, which are commonly consumed food factors.

## Supporting Information

Figure S1 **Induction of alcoholic fatty liver.** A, Feeding schedule of mice. Four mice for each experimental group were fed an MF diet for 1 week and then Lieber's diet with or without the polyphenols (Table S1) for 5 weeks under the conditions indicated below. B, Time course of average body weight. Groups fed an alcohol-containing diet showed less body weight than those fed the control diet. C, Relative liver weight of mice in each group. No significant differences were observed between the groups.
(PDF) Click here for additional data file.

Figure S2 **Cluster analysis of the liver gene expression profiles of CAR-deficient mice fed under the conditions described in Fig. S1.** The data analysis procedure and the abbreviations are the same as in Fig. 2.
(PDF) Click here for additional data file.

Table S1 **Formula of each diet (g).**
(PDF) Click here for additional data file.

Table S2 **Analyses of serum markers.**
(PDF) Click here for additional data file.

Table S3 **The list of 52 genes assigned to the GO-terms for 323 probe set.**
(PDF) Click here for additional data file.

Table S4 **The list of 41 genes assigned to the GO-terms for 287 probe set.**
(PDF) Click here for additional data file.

Table S5 **The list of 67 genes assigned to the GO-terms for 514 probe set.**
(PDF) Click here for additional data file.

Table S6 **The list of 253 genes assigned to the GO-terms for 742 probe set.**
(PDF) Click here for additional data file.

# Supplementary material for: Nuclear Receptor-Mediated Alleviation of Alcoholic Fatty Liver by Polyphenols Contained in Alcoholic Beverages
**Source:** PLoS One. 2014 Feb 3;9(2):e87142. doi: 10.1371/journal.pone.0087142
**Supplement:** Table S1 — Formula of each diet (g).

Table S1. Formula of each diet (g)

|                                                  | control | EtOH   | EtOH<br>+<br>polyphenol |
|--------------------------------------------------|---------|--------|-------------------------|
| casein sodium salt                               | 41.4    | 41.4   | 41.4                    |
| l - cystine                                      | 0.5     | 0.5    | 0.5                     |
| dl - methionine                                  | 0.3     | 0.3    | 0.3                     |
| corn oil                                         | 8.5     | 8.5    | 8.5                     |
| olive oil                                        | 28.4    | 28.4   | 28.4                    |
| safflower oil                                    | 2.7     | 2.7    | 2.7                     |
| vitamin mix                                      | 2.5     | 2.5    | 2.5                     |
| mineral mix                                      | 8.75    | 8.75   | 8.75                    |
| mixture of equal parts of<br>maltose and dextrin | 115.2   | 25.6   | 25.6                    |
| cellulose                                        | 10.0    | 10.0   | 10.0                    |
| choline bitartrate                               | 0.53    | 0.53   | 0.53                    |
| xanthane gum                                     | 3.0     | 3.0    | 3.0                     |
| total                                            | 221.78  | 182.18 | 182.18                  |
| ethanol                                          | 0 mL    | 50 mL  | 50 mL                   |
| water                                            | 1000 mL | 950 mL | 950 mL                  |
| ellagic acid or<br>resveratrol                   | 0       | 0      | 73 mg                   |

# Supplementary material for: Nuclear Receptor-Mediated Alleviation of Alcoholic Fatty Liver by Polyphenols Contained in Alcoholic Beverages
**Source:** PLoS One. 2014 Feb 3;9(2):e87142. doi: 10.1371/journal.pone.0087142
**Supplement:** Table S2 — Analyses of serum markers.

Table S2. Analyses of serum markers

|                                              | genotype | control            | EtOH               | EtOH<br>+ EA       | EtOH<br>+ RSV      |
|----------------------------------------------|----------|--------------------|--------------------|--------------------|--------------------|
| total cholesterol<br>(mg/dL)                 | WT       | 174±10.0           | 187±11.2           | 191±15.3           | 193±10.1           |
|                                              | CAR KO   | 150±27.0           | 194±11.0           | 196±17.5           | 182±24.2           |
| triacylglycerol<br>(mg/dL)                   | WT       | 91.8±14.1 <b>a</b> | 60.5±9.88 <b>b</b> | 54.8±9.50 <b>b</b> | 42.5±11.8 <b>b</b> |
|                                              | CAR KO   | 37.3±8.08          | 52.7±23.9          | 57.3±4.73          | 41.7±13.2          |
| non-esterified<br>free fatty acid<br>(μEq/L) | WT       | 2100±832           | 1360±374           | 1330±215           | 1270±126           |
|                                              | CAR KO   | 1530±356           | 1390±207           | 1530±359           | 1160±163           |
| total bilirubin<br>(mg/dL)                   | WT       | 0.0925±0.0150      | 0.157±0.0768       | 0.0875±0.0299      | 0.107±0.0189       |
|                                              | CAR KO   | 0.130±0.0300       | 0.206±0.0642       | 0.143±0.00577      | 0.170±0.0436       |
| glucose<br>(mg/dL)                           | WT       | 144±32.9           | 128±32.0           | 154±43.5           | 139±20.1           |
|                                              | CAR KO   | 107±55.5           | 61.7±26.4          | 118±25.1           | 102±55.2           |
| total ketone bod<br>(μmol/L)                 | WT       | 433±166            | 913.±281           | 1030±384           | 1050±370           |
|                                              | CAR KO   | 520±68.8           | 1430±711           | 1410±322           | 1430±877           |
| HDL-cholesterol<br>(mg/dL)                   | WT       | 102±2.06 <b>a</b>  | 117±11.4 <b>ab</b> | 126±7.66 <b>b</b>  | 118±5.74 <b>b</b>  |
|                                              | CAR KO   | 88.3±12.5          | 117±18.9           | 116±11.2           | 101±7.00           |
| LDL-cholesterol<br>(mg/dL)                   | WT       | 8.50±1.91          | 8.00±1.63          | 7.75±2.87          | 7.50±0.58          |
|                                              | CAR KO   | 10.0±2.00          | 7.67±1.53          | 9.67±2.00          | 12.3±4.51          |

a and b: Tukey's multiple comparison between control, EtOH, EtOH + EA and EtOH + RSV groups each of which contains 4 (WT) or 3 (CAR KO) mice

# Supplementary material for: Nuclear Receptor-Mediated Alleviation of Alcoholic Fatty Liver by Polyphenols Contained in Alcoholic Beverages
**Source:** PLoS One. 2014 Feb 3;9(2):e87142. doi: 10.1371/journal.pone.0087142
**Supplement:** Table S3 — The list of 52 genes assigned to the GO-terms for 323 probe set.

Table S3. The list of 52 genes assigned to the GO-terms for 323 probe set

| Gene name                                                                                                 | Gene symbol    | probe ID                                                 | Mapped panel in Fig.3 | Reported to be regulated by CAR | Similary regulate d in CAR KO mice |
|-----------------------------------------------------------------------------------------------------------|----------------|----------------------------------------------------------|-----------------------|---------------------------------|------------------------------------|
| <b>GO:0006986~response to unfolded protein</b>                                                            |                |                                                          |                       |                                 |                                    |
| DnaJ (Hsp40) homolog, subfamily C, member 3                                                               | Dnajc3         | 1419162_S_AT<br>1433887_AT<br>1419163_S_AT<br>1449372_AT |                       |                                 |                                    |
| UBX domain protein 4                                                                                      | Ubxn4          | 1426486_AT<br>1426485_AT                                 |                       |                                 |                                    |
| mesencephalic astrocyte-derived neurotrophic factor                                                       | Manf           | 1428112_AT                                               |                       |                                 |                                    |
| predicted gene 5511; heat shock protein 90, alpha (cytosolic), class A member 1                           | Hsp90a a1      | 1426645_AT<br>1437497_A_AT<br>1438902_A_AT               |                       |                                 |                                    |
| stress-associated endoplasmic reticulum protein 1                                                         | Serp1*         | 1415827_A_AT                                             |                       |                                 |                                    |
| synovial apoptosis inhibitor 1, synoviolin                                                                | Syvn1          | 1443609_S_AT<br>1428070_AT                               |                       |                                 |                                    |
| <b>GO:0043161~proteasomal ubiquitin-dependent protein catabolic process</b>                               |                |                                                          |                       |                                 |                                    |
| STIP1 homology and U-Box containing protein 1                                                             | Stub1*         | 1416580_A_AT                                             |                       |                                 |                                    |
| predicted gene 3375; proteasome (prosome, macropain) subunit, beta type 5                                 | Psmb5          | 1415676_A_AT                                             |                       |                                 |                                    |
| protease (prosome, macropain) 26S subunit, ATPase 5                                                       | Psmc5*         | 1415740_AT                                               |                       |                                 |                                    |
| protein phosphatase 2, regulatory subunit B (B56), gamma isoform                                          | Ppp2r5 c       | 1425542_A_AT                                             |                       |                                 |                                    |
| <b>GO:0031016~pancreas development</b>                                                                    |                |                                                          |                       |                                 |                                    |
| X-box binding protein 1                                                                                   | Xbp1           | 1420011_S_AT<br>1420886_A_AT<br>1437223_S_AT             |                       |                                 |                                    |
| immunoglobulin-like domain containing receptor 2                                                          | Ildr2          | 1436221_AT<br>1436293_X_AT                               |                       |                                 |                                    |
| one cut domain, family member 1                                                                           | Onecut 1*      | 1450252_AT                                               | A                     |                                 |                                    |
| one cut domain, family member 2                                                                           | Onecut 2*      | 1460044_AT                                               |                       |                                 |                                    |
| <b>GO:0051246~regulation of protein metabolic process</b>                                                 |                |                                                          |                       |                                 |                                    |
| Jun oncogene                                                                                              | Jun*           | 1448694_AT<br>1417409_AT                                 |                       |                                 |                                    |
| STIP1 homology and U-Box containing protein 1                                                             | Stub1*         | 1416580_A_AT                                             |                       |                                 |                                    |
| aryl hydrocarbon receptor nuclear translocator-like                                                       | Arntl (Bmal1)* | 1425099_A_AT                                             | H                     |                                 |                                    |
| cell division cycle 34 homolog (S. cerevisiae); similar to Cell division cycle 34 homolog (S. cerevisiae) | Cdc34          | 1434879_AT                                               |                       |                                 |                                    |
| cystathionine beta-synthase                                                                               | Cbs            | 1425623_A_AT<br>1423844_S_AT                             | I                     |                                 |                                    |

|                                                                         |           |                                              |   |   |   |
|-------------------------------------------------------------------------|-----------|----------------------------------------------|---|---|---|
| cytoplasmic polyadenylation element binding protein 2                   | Cpeb2     | 1443017_AT<br>1458518_AT<br>1434272_AT       |   |   | + |
| imprinted and ancient                                                   | Impact *  | 1415911_AT                                   |   |   |   |
| signal recognition particle 9                                           | Srp9*     | 1417530_A_AT                                 |   |   |   |
| stress-associated endoplasmic reticulum protein 1                       | Serp1*    | 1415827_A_AT                                 |   |   |   |
| suppressor of cytokine signaling 3                                      | Socs3     | 1456212_X_AT<br>1455899_X_AT                 |   |   |   |
| ubiquitin-conjugating enzyme E2A, RAD6 homolog (S. cerevisiae)          | Ube2a     | 1448772_AT                                   |   |   |   |
| zinc finger protein 36, C3H type-like 1                                 | Zfp36l1   | 1422528_A_AT                                 |   |   |   |
| <b>GO:0051085~chaperone mediated protein folding requiring cofactor</b> |           |                                              |   |   |   |
| DnaJ (Hsp40) homolog, subfamily B, member 1                             | Dnajb1    | 1416756_AT                                   |   |   |   |
| heat shock 105kDa/110kDa protein 1                                      | Hsph1     | 1423566_A_AT<br>1425993_A_AT                 |   |   |   |
| similar to heat shock protein 8; heat shock protein 8                   | Hspa8     | 1420622_A_AT<br>1420623_X_AT<br>1455789_X_AT |   |   |   |
| <b>GO:0006006~glucose metabolic process</b>                             |           |                                              |   |   |   |
| glucokinase                                                             | Gck *     | 1419146_A_AT<br>1425303_AT                   | A |   |   |
| myelocytomatosis oncogene                                               | Myc *     | 1424942_A_AT                                 |   |   |   |
| one cut domain, family member 1                                         | Onecut 1* | 1450252_AT                                   | A |   |   |
| phosphogluconate dehydrogenase                                          | Pgd *     | 1437380_X_AT<br>1436771_X_AT<br>1438627_X_AT | A | + |   |
| protein phosphatase 1, regulatory (inhibitor) subunit 3B                | Ppp1r3 b  | 1436590_AT                                   | A | + |   |
| pyruvate dehydrogenase kinase, isoenzyme 4                              | Pdk4      | 1417273_AT                                   | A |   |   |
| stress-associated endoplasmic reticulum protein 1                       | Serp1*    | 1415827_A_AT                                 |   |   |   |
| <b>GO:0043603~cellular amide metabolic process</b>                      |           |                                              |   |   |   |
| argininosuccinate synthetase 1                                          | Ass1      | 1459937_AT                                   |   |   |   |
| glucokinase                                                             | Gck *     | 1419146_A_AT<br>1425303_AT                   | A |   |   |
| kynureninase (L-kynurenine hydrolase)                                   | Kynu      | 1430570_AT                                   | F |   |   |
| phosphogluconate dehydrogenase                                          | Pgd *     | 1436771_X_AT<br>1437380_X_AT<br>1438627_X_AT | A | + |   |
| <b>GO:0031324~negative regulation of cellular metabolic process</b>     |           |                                              |   |   |   |
| Jun oncogene                                                            | Jun *     | 1448694_AT<br>1417409_AT                     |   |   |   |
| Kruppel-like factor 11                                                  | Klf11     | 1437241_AT                                   |   |   |   |
| forkhead box P1                                                         | Foxp1     | 1455242_AT<br>1421141_A_AT                   |   |   |   |
| glucokinase                                                             | Gck *     | 1419146_A_AT<br>1425303_AT                   | A |   |   |
| imprinted and ancient inhibitor of DNA binding 2                        | Impact *  | 1415911_AT                                   |   |   |   |
|                                                                         | Id2       | 1422537_A_AT                                 |   |   |   |
| insulin induced gene 2                                                  | Insig2    | 1417981_AT                                   | B | + |   |

|                                                                                                                                                                          |                |                                                                        |   |  |   |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|------------------------------------------------------------------------|---|--|---|
|                                                                                                                                                                          |                | 1417980_A_AT                                                           |   |  |   |
| interferon regulatory factor 2 binding protein 2                                                                                                                         | Irf2bp2        | 1433633_AT<br>1433634_AT<br>1433632_AT                                 |   |  | + |
| myelocytomatosis oncogene                                                                                                                                                | Myc *          | 1424942_A_AT                                                           |   |  |   |
| nuclear receptor interacting protein 1                                                                                                                                   | Nrip1          | 1434384_AT                                                             |   |  |   |
| protease (prosome, macropain) 26S subunit, ATPase 5                                                                                                                      | Psmc5*         | 1415740_AT                                                             |   |  |   |
| signal recognition particle 9                                                                                                                                            | Srp9*          | 1417530_A_AT                                                           |   |  |   |
| similar to cytoplasmic dynein light chain 1; predicted gene 11582; dynein light chain LC8-type 1; predicted gene 6788                                                    | Dynll1         | 1417339_A_AT                                                           |   |  |   |
| transducin-like enhancer of split 4, homolog of Drosophila E(spl)                                                                                                        | Tle4           | 1450853_AT                                                             |   |  |   |
| zinc finger and BTB domain containing 16                                                                                                                                 | Zbtb16         | 1442025_A_AT<br>1427638_AT<br>1419874_X_AT<br>1442026_AT<br>1439163_AT |   |  | + |
| <b>GO:0006886~intracellular protein transport</b>                                                                                                                        |                |                                                                        |   |  |   |
| RAB1, member RAS oncogene family                                                                                                                                         | Rab1           | 1416082_AT                                                             |   |  |   |
| Sec24 related gene family, member D (S. cerevisiae)                                                                                                                      | Sec24d         | 1426972_AT                                                             |   |  |   |
| Sec61 alpha 1 subunit (S. cerevisiae)                                                                                                                                    | Sec61a1        | 1416190_A_AT<br>1416189_A_AT<br>1448242_AT<br>1434986_A_AT             |   |  |   |
| aryl hydrocarbon receptor nuclear translocator-like                                                                                                                      | Arntl (Bmal1)* | 1425099_A_AT                                                           | H |  |   |
| coatamer protein complex, subunit gamma                                                                                                                                  | Copg           | 1416017_AT<br>1415670_AT                                               |   |  |   |
| histocompatibility 47                                                                                                                                                    | H47            | 1448704_S_AT<br>1435735_X_AT<br>1452095_A_AT                           |   |  |   |
| predicted gene, EG546165; predicted gene 2423; hypothetical protein LOC674211; tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, theta polypeptide | Ywhaq          | 1432842_S_AT                                                           |   |  |   |
| signal recognition particle 9                                                                                                                                            | Srp9*          | 1417530_A_AT                                                           |   |  |   |
| transmembrane emp24-like trafficking protein 10 (yeast); predicted gene 4024                                                                                             | Tmed10         | 1424707_AT                                                             |   |  |   |
| tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, beta polypeptide                                                                                 | Ywhab          | 1436783_X_AT                                                           |   |  |   |
| <b>GO:0030512~negative regulation of transforming growth factor beta receptor signaling pathway</b>                                                                      |                |                                                                        |   |  |   |
| heat shock protein 5                                                                                                                                                     | Hspa5          | 1447824_X_AT<br>1416064_A_AT                                           |   |  |   |

|                                 |           |              |   |  |  |
|---------------------------------|-----------|--------------|---|--|--|
|                                 |           | 1427464_S_AT |   |  |  |
| one cut domain, family member 1 | Onecut 1* | 1450252_AT   | A |  |  |
| one cut domain, family member 2 | Onecut 2* | 1460044_AT   |   |  |  |

\* : Genes appearing more than two times in the functional groupings.

# Supplementary material for: Nuclear Receptor-Mediated Alleviation of Alcoholic Fatty Liver by Polyphenols Contained in Alcoholic Beverages
**Source:** PLoS One. 2014 Feb 3;9(2):e87142. doi: 10.1371/journal.pone.0087142
**Supplement:** Table S4 — The list of 41 genes assigned to the GO-terms for 287 probe set.

Table S4. The list of 41 genes assigned to the GO-terms for 287 probe set

| Gene name                                                                             | Gene symbol                         | probe ID                   | Mapped panel in Fig.3 | Reported to be regulated by CAR | Similary regulated in CAR KO mice |
|---------------------------------------------------------------------------------------|-------------------------------------|----------------------------|-----------------------|---------------------------------|-----------------------------------|
| <b>GO:0055114~oxidation reduction</b>                                                 |                                     |                            |                       |                                 |                                   |
| 2-4-dienoyl-Coenzyme A reductase 2, peroxisomal                                       | Decr2                               | 1423495_AT                 |                       |                                 |                                   |
| WW domain-containing oxidoreductase                                                   | Wwox                                | 1446412_AT<br>1431960_AT   |                       |                                 |                                   |
| butyrobetaine (gamma), 2-oxoglutarate dioxygenase 1 (gamma-butyrobetaine hydroxylase) | Bbox1                               | 1459030_AT                 |                       |                                 |                                   |
| cDNA sequence BC089597                                                                | BC089597<br>(retinol dehydrogenase) | 1451681_AT                 |                       |                                 | +                                 |
| cytochrome P450, family 2, subfamily d, polypeptide 9                                 | Cyp2d9                              | 1419349_A_AT               |                       |                                 | +                                 |
| cytochrome P450, family 7, subfamily a, polypeptide 1                                 | Cyp7a1*                             | 1422100_AT<br>1438743_AT   | B                     | +                               | +                                 |
| cytochrome P450, family 7, subfamily b, polypeptide 1                                 | Cyp7b1*                             | 1421074_AT<br>1421075_S_AT | B                     | +                               |                                   |
| dihydrofolate reductase                                                               | Dhfr                                | 1419172_AT                 | G                     |                                 |                                   |
| fatty acid desaturase 2                                                               | Fads2*                              | 1419031_AT<br>1443838_X_AT | E                     |                                 |                                   |
| fatty acid synthase                                                                   | Fasn *                              | 1423828_AT                 | D                     | +                               |                                   |
| gulonolactone (L-) oxidase                                                            | Gulo                                | 1451297_AT                 |                       |                                 |                                   |
| hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5          | Hsd3b5*                             | 1420531_AT                 | B                     |                                 |                                   |
| retinol dehydrogenase 11                                                              | Rdh11                               | 1449209_A_AT               |                       |                                 |                                   |
| retinol dehydrogenase 14 (all-trans and 9-cis)                                        | Rdh14                               | 1417438_AT                 |                       |                                 |                                   |
| short chain dehydrogenase/reductase family 42E, member 1                              | Sdr42e1*                            | 1427082_AT                 |                       |                                 |                                   |
| squalene epoxidase                                                                    | Sqle                                | 1415993_AT                 | B                     | +                               |                                   |
| sterol-C4-methyl oxidase-like                                                         | Sc4mol *                            | 1423078_A_AT               | B                     | +                               |                                   |
| transmembrane 7 superfamily member 2                                                  | Tm7sf2 *                            | 1460684_AT                 | B                     |                                 |                                   |
| <b>GO:0006694~steroid biosynthetic process</b>                                        |                                     |                            |                       |                                 |                                   |
| alpha-methylacyl-CoA racemase                                                         | Amacr                               | 1417208_AT                 | C                     |                                 |                                   |
| cytochrome P450, family 7, subfamily b, polypeptide 1                                 | Cyp7b1*                             | 1421074_AT<br>1421075_S_AT | B                     |                                 |                                   |
| hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5          | Hsd3b5*                             | 1420531_AT                 | B                     |                                 |                                   |
| short chain                                                                           | Sdr42e1*                            | 1427082_AT                 |                       |                                 |                                   |

|                                                                                           |                 |                                        |   |   |   |
|-------------------------------------------------------------------------------------------|-----------------|----------------------------------------|---|---|---|
| dehydrogenase/reductase family 42E, member 1                                              |                 |                                        |   |   |   |
| similar to Hmgcs1 protein;<br>3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1            | Hmgcs1*         | 1433445_X_AT<br>1433443_A_AT           | B | + |   |
| sterol-C4-methyl oxidase-like                                                             | Sc4mol *        | 1423078_A_AT                           | B | + |   |
| transmembrane 7 superfamily member 2                                                      | Tm7sf2*         | 1460684_AT                             | B |   |   |
| <b>GO:0008203~cholesterol metabolic process</b>                                           |                 |                                        |   |   |   |
| cytochrome P450, family 7, subfamily a, polypeptide 1                                     | Cyp7a1*         | 1438743_AT<br>1422100_AT               | B | + | + |
| cytochrome P450, family 7, subfamily b, polypeptide 1                                     | Cyp7b1*         | 1421074_AT<br>1421075_S_AT             | B | + |   |
| serum amyloid A 1                                                                         | Saa1            | 1450788_AT<br>1419075_S_AT             |   | + | + |
| similar to Hmgcs1 protein;<br>3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1            | Hmgcs1*         | 1433443_A_AT<br>1433445_X_AT           | B | + |   |
| transmembrane 7 superfamily member 2                                                      | Tm7sf2 *        | 1460684_AT                             | B |   |   |
| <b>GO:0006633~fatty acid biosynthetic process</b>                                         |                 |                                        |   |   |   |
| fatty acid desaturase 2                                                                   | Fads2*          | 1419031_AT<br>1443838_X_AT             | E |   |   |
| fatty acid synthase                                                                       | Fasn *          | 1423828_AT                             | D | + |   |
| predicted gene 11295; ELOVL family member 6, elongation of long chain fatty acids (yeast) | Elovl6          | 1445062_AT<br>1417404_AT<br>1417403_AT | D |   |   |
| predicted gene 5182; acetyl-Coenzyme A carboxylase alpha                                  | Acaca           | 1434185_AT                             | D |   |   |
| sterol-C4-methyl oxidase-like                                                             | Sc4mol *        | 1423078_A_AT                           | B | + |   |
| <b>GO:0006869~lipid transport</b>                                                         |                 |                                        |   |   |   |
| apolipoprotein L 7a                                                                       | Apol7a          | 1453080_AT                             |   |   |   |
| oxysterol binding protein-like 3                                                          | Osbp13 (Orp3)   | 1438724_AT<br>1428484_AT               |   |   |   |
| phosphatidylinositol transfer protein, cytoplasmic 1                                      | Pitpnc1 (RdgB)  | 1441574_AT                             |   |   |   |
| phospholipid transfer protein                                                             | Pltp            | 1456424_S_AT                           |   |   |   |
| solute carrier family 27 (fatty acid transporter), member 2                               | Slc27a2 (Fatp2) | 1416316_AT                             | C |   |   |
| spinster homolog 2 (Drosophila)                                                           | Spns2*          | 1451601_A_AT                           |   |   |   |
| <b>GO:0055085~transmembrane transport</b>                                                 |                 |                                        |   |   |   |
| ATPase, H+ transporting, lysosomal V0 subunit D2                                          | Atp6v0d2        | 1434798_AT                             |   |   |   |
| aquaporin 4                                                                               | Aqp4            | 1434449_AT                             |   |   |   |
| predicted gene 7180; translocase of inner mitochondrial membrane                          | Timm17a         | 1426256_AT                             |   |   |   |

|                                                                                                                                                 |                                                               |                                      |  |  |   |
|-------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------|--------------------------------------|--|--|---|
| 17a                                                                                                                                             |                                                               |                                      |  |  |   |
| predicted gene 9797;<br>translocase of inner<br>mitochondrial membrane<br>8 homolog a1 (yeast);<br>similar to small zinc<br>finger-like protein | Timm8a1                                                       | 1416345_AT                           |  |  |   |
| scavenger receptor class<br>A, member 5 (putative)                                                                                              | Scara5<br>(Ferritin<br>transporte<br>r)                       | 1451204_AT                           |  |  |   |
| similar to X-linked<br>PEST-containing<br>transporter; solute carrier<br>family 16<br>(monocarboxylic acid<br>transporters), member 2           | Slc16a2<br>(Mct8,<br>thyroid<br>hormone<br>transporte<br>r)   | 1418445_AT                           |  |  |   |
| solute carrier family 12,<br>member 7                                                                                                           | Slc12a7<br>(Kcc1, K /<br>Cl<br>transporte<br>r)               | 1418257_AT                           |  |  |   |
| solute carrier family 16<br>(monocarboxylic acid<br>transporters), member<br>10                                                                 | Slc16a10<br>(Mct10,<br>thyroid<br>hormone<br>transporte<br>r) | 1457851_AT                           |  |  |   |
| solute carrier family 22<br>(organic anion<br>transporter), member 7                                                                            | Slc22a7<br>(Oat2, uric<br>acid<br>transporte<br>r)            | 1451460_A_<br>AT                     |  |  | + |
| solute carrier family 22,<br>member 23                                                                                                          | Slc22a23<br>(Boct2)                                           | 1453004_AT                           |  |  |   |
| solute carrier family 23<br>(nucleobase<br>transporters), member 1                                                                              | Slc23a1<br>ascorbic<br>acid<br>transporte<br>r)               | 1421912_AT                           |  |  |   |
| solute carrier family 26<br>(sulfate transporter),<br>member 1                                                                                  | Slc26a1<br>(sulfuriic<br>acid<br>transporte<br>r)             | 1451239_A_<br>AT<br>1458327_X_<br>AT |  |  |   |
| spinster homolog 2<br>(Drosophila)                                                                                                              | Spns2*                                                        | 1451601_A_<br>AT                     |  |  |   |

\* : Genes appearing more than two times in the functional groupings.

# Supplementary material for: Nuclear Receptor-Mediated Alleviation of Alcoholic Fatty Liver by Polyphenols Contained in Alcoholic Beverages
**Source:** PLoS One. 2014 Feb 3;9(2):e87142. doi: 10.1371/journal.pone.0087142
**Supplement:** Table S6 — The list of 253 genes assigned to the GO-terms for 742 probe set.

Table S6. The list of 253 genes assigned to the GO-terms for 742 probe set

\* : Genes appearing more than two times in the functional groupings.

How the deposited data were processed for this re-analysis (not part of the article)

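Liver RNA of wild-type mice (4 per diet, 16 arrays) and of CAR-deficient mice (3 per diet, 12 arrays) was measured on Affymetrix Mouse Genome arrays, 1 mouse per array, on a control diet, a diet with ethanol, and diets with ethanol plus ellagic acid (EA) or trans-resveratrol (RSV). The log2 values are those deposited by the authors, who summarised the probes of each probe set by Distribution Free Weighting (DFW), apart for the 2 genotypes, in R with Bioconductor. The paper also names other summaries, and its tree in Fig. 2A was made with qFARMS values, which were not used here. No further normalization was applied except where an alternative names one. Because DFW rescales each probe set, differences of these values are not calibrated log2 fold changes, and levels are not compared between genotypes. Conditions and replicate numbers were taken from the sample titles, and the ethanol arrays of wild-type mice are numbered 1, 3, 4 and 5.

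Of 45101 probe sets in the file, 64 Affymetrix controls were set aside, leaving 45037 in wild-type mice and, with 26 that are blank on all 12 arrays, 45011 in CAR-deficient mice. Values above 15 were found in 6 probe sets of CAR-deficient mice, kept as deposited. Probe sets were named from the annotation supplied with the series: 34945 name 1 gene, 932 name several, 9150 none, and 10 were named through Tables S3 and S4. A gene was represented by the probe set of highest mean level among those that name it alone, which covers 18196 genes. A probe set with a standard deviation of at most 0.01 over the arrays of a genotype is called compressed. Table S5 was not available, and Table S6 was matched for 247 entries.

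Diets were compared within each genotype by limma 3.58.1 (lmFit and eBayes, with all 4 diets of the genotype in 1 fit) in R 4.3.3, with the Benjamini and Hochberg adjustment over all probe sets and a threshold of 0.05. Sets of probe sets follow the paper's Fig. 2B and C, and their size was set beside data simulated without a polyphenol effect, 10 times, independent lists, and splits of the shared arrays. A difference between genotypes was tested as an interaction over all 28 arrays. Lists of genes with a common function, 40 in all, were fixed before the data were examined and tested by camera with a preset correlation of 0.01, with the correlation estimated from the residuals, and by fry (statmod 1.5.0), with the p adjusted over the lists. Separation of arrays was measured as the mean of 1 minus Pearson's r between groups less that within groups, over all relabellings, and trees by average linkage were read at 4 groups. Figures and tables were made with Python 3.11.15.

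A gene is named in the text if the paper names it, if it belongs to a list under discussion, or if it is among the 10 genes higher and 10 lower with the largest difference in a comparison, past the threshold and without overlap of the groups. The paper's tables had been read when this rule was set. Further comparisons of a gene so named are given beside the one that named it. The code was tested on simulated data. In ethanol against control of wild-type mice, limma recovered 73 of 100 probe sets changed by 0.5 and 94 of 100 changed by 1, and made 14 calls without a change. In CAR-deficient mice it recovered 15 and 46, with 1 such call. No array was left out.

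The alternatives were the rank product over all pairs of arrays at an FDR of 0.05 and of 0.025, with 50 permutations, limma without moderation of the variances, quantile normalization between arrays, only probe sets above the median level, only those not shared between transcripts, a block for the replicate number, only the 2 groups compared, and leaving out each array in turn. For the separation of arrays they were the Spearman distance, the 1000 probe sets of largest variance and unit variance. Added after seeing the values were the uncompressed probe sets alone and calls with a difference of at least 0.1. Arrays of the same replicate number were checked for pairing: their residuals correlated above 0.1 in 12 of 21 pairs of wild-type mice (-0.236 to 0.568) and in 4 of 18 pairs of CAR-deficient mice (-0.566 to 0.41). Only EA against control in wild-type mice (0.568, 0.303, 0.157 and 0.277) and ethanol against control in CAR-deficient mice (0.41, 0.288 and 0.333) held this for each pair, and with a block they gave 6809 and 12 probe sets in place of 6398 and 155. Every split of the arrays of a comparison into groups of the same size was tested, and 100 draws for the interactions.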

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

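The splits of the arrays and the tests of explanations in this part were chosen only after the results were seen.

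In wild-type mice, single arrays lay far from the other 3 of their diet for 9 genes the paper names. On the control diet, replicate 1 was at 10.31 for Onecut1 (others 7.089 to 7.232) and at 9.438 for Pltp (9.796 to 9.849). On the ethanol diet, replicate 3 was at 9.36 for Kynu (10.0 to 10.11), and replicate 5 at 10.6 for Gch1 (10.82 to 10.86) and at 13.56 for Cps1 (13.3 to 13.34). With EA, replicate 1 was at 10.47 for Mthfd1 (10.64 on the other arrays). With RSV, replicate 3 was at 11.1 for Tm7sf2 (11.36 to 11.37), and replicate 4 at 10.8 for Fads2 (11.13 to 11.18) and at 7.197 for Nmrk1 (7.876 to 8.011).

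Control replicate 1 of the wild-type mice also stood apart as an array. Its mean correlation with the other control arrays, after centring each uncompressed probe set, was 0.593, against 0.76 to 0.767 for the others, and its difference between the 3' and 5' probe sets of GAPDH was 0.757, against 0.484 to 0.507. Dixon's test was run on 268 groups of 4 arrays. Chance gives such an array in about 1 in 20 groups, 13.4 here, and 11 were found.

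The response to ethanol differed between the genotypes for 999 of 45011 probe sets (limma, interaction of genotype and diet), the response to the mean of EA and RSV for 39, and the response to EA for 71. For ethanol, 2 of 100 draws of the diets among the arrays of each genotype gave as many, the highest other giving 1042, a share under 0.05. The draws did not keep replicate numbers together, so they exclude chance only where arrays of the same number are not paired. For ethanol and control arrays, the residuals of such pairs correlated at 0.41, 0.288 and 0.333 in CAR-deficient mice. In wild-type mice the values were 0.322, 0.324 and -0.0787. The draws therefore do not exclude chance for the count of ethanol. Chance cannot be excluded for the mean of the polyphenols, where 15 of 100 draws gave 39 or more and the highest other gave 1369, and for EA, where 15 of 100 gave 71 or more and the highest other gave 1069. For RSV limma called 0 (3179 at an unadjusted p under 0.05), so each of the 100 draws gave as many and they decide nothing, the highest of the others giving 1150. The genotypes were summarised apart, so these counts also carry the difference of scale, and a draw that called several times the real count points to a structure of the samples. Without the CAR-deficient ethanol replicate 2 the 4 counts were 1636, 410, 359 and 139, and with a block for the replicate number they were 555, 19, 21 and 4. Without the CAR-deficient control replicate 2 the count for ethanol was 597, and without EA replicate 4 of the wild-type mice the count for EA was 19.

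For ethanol against control, the genotypes differed in Hspa1a (1.12, from -0.264 and -1.38, adjusted p = 0.0036), Mdh2 (-0.589, from 0.11 and 0.699, adjusted p = 0.023), Cyp2c29 (-1.77, from 1.11 and 2.88, adjusted p = 2.7e-05) and Slco1a4 (-1.14, from 0.267 and 1.4, adjusted p = 0.044), where the values are the difference between genotypes, the difference in wild-type mice and that in CAR-deficient mice. They also differed in Cyp2d9 (1.3, from -0.151 and -1.45, adjusted p = 0.0012), Slco1a1 (4.57, from -0.74 and -5.31, adjusted p = 0.00027), Cyp4a12a (4.6, from 0.0424 and -4.56, adjusted p = 0.00027) and Nudt7 (2.12, from -0.181 and -2.3, adjusted p = 0.049). The remaining ones among the named genes and fixed lists were Ugt2b1 (0.705, from 0.269 and -0.436, adjusted p = 0.049), Dcn (-0.402, from 0.129 and 0.531, adjusted p = 0.043) and Alas2 (1.55, from -0.533 and -2.08, adjusted p = 0.029). For EA against ethanol it was Cyp2c29 (0.991, from 0.0301 and -0.961, adjusted p = 0.033).

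Cyp2b10, for which the paper gives no value from these arrays, was 4.05 higher with ethanol than with control in wild-type mice (standard error 0.42, adjusted p = 0.00053), with every ethanol array above every control array. Its difference in CAR-deficient mice did not pass (2.30, adjusted p = 0.19), although every ethanol array (7.205, 8.086 and 10.15) was above every control array (6.046 to 6.263) there too.

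The paper describes the mice as female. Xist was low on all 28 arrays and Eif2s3y, a Y-linked gene, high on 1 of its 2 probe sets, Eif2s3y at percentile 92.1 of the levels in wild-type and 91.7 in CAR-deficient mice on its brighter probe set, and at 5.19 and 3.78 on its other one. Whether the summarisation lowers probe sets of little spread stays open: 14.4% of the compressed ones lie in the highest of 4 equal parts of the levels, under an even share and not near 0, and genes without expression would also lie low. The highest percentile of an Xist probe set was 39.3. The male-biased liver genes Cyp4a12a, Slco1a1, Elovl3 and Hsd3b5 were at percentiles 98.4, 98.3, 96.9 and 95.1 in wild-type mice. In CAR-deficient mice they were at 87.3, 89.4, 81.1 and 75.2. These percentiles are taken over all diets. They compare levels of different probe sets, each rescaled by DFW, and these arrays may not detect Xist. Whether the animals were males therefore stays open. Whether the Eif2s3y signal comes from its X-linked paralog cannot be told either. Uty and Kdm5d, also Y-linked, reached percentile 73.5 in wild-type mice, again a level of other probe sets.

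By camera with the preset correlation, male-biased liver genes were lower and female-biased genes higher with ethanol as lists in both genotypes. Only some of the genes passed on their own. With an estimated correlation, only the female-biased list in CAR-deficient mice kept its call. With the preset correlation the response of both lists was larger in CAR-deficient mice. The list adjusted p of the difference between genotypes was 3e-09 for each (0.12 for the male-biased and 0.0017 for the female-biased genes with an estimated correlation). Animals of different sex in the diet groups cannot be told apart from this: the largest difference of Xist or Eif2s3y between ethanol and control was 0.11, but these arrays may not detect Xist, and the Eif2s3y signal may be that of its paralog. A wider scale of the CAR-deficient values is argued against as the whole cause: the ratio of the 2 genotypes' median absolute differences was 3.6 for the male-biased genes and 1.27 for all probe sets, at percentile 98.7 of 10000 random lists. A loss of male-type regulation that depends on genotype stays open as a hypothesis, untested, as does anything else that differed between the 2 experiments.

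The rank product called more probe sets than limma between the ethanol and polyphenol arrays. A candidate explanation is that it calls probe sets of large spread under any grouping: over the other splits of the ethanol and EA arrays it called a median of 372. The real split gave 2545 there (5 permutations), and the highest of the others 1738. For RSV against ethanol 2 of 35 splits gave as many as the real 1933, the highest 2419. In simulated data without a change, the rank product called 465 probe sets and limma 14 in wild-type mice. No biological explanation was tested.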

How the results depend on the processing

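The alternatives were set before the data were examined, except 2 chosen after seeing the values: the uncompressed probe sets alone, and calls with a difference of at least 0.1. A count is said to move when it leaves the range within 1.5 times its value in the passages, and the cause was not tested unless the alternative's own construction gives it. Every alternative set beforehand could be run.

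The rank product at an FDR of 0.05 gave 2519 (EA against ethanol), 1943 (RSV against ethanol), 3822 (EA against control), 3600 (RSV against control) and 1498 (EA against RSV) in wild-type mice. For the sets the numbers were 324 (up with ethanol and down with a polyphenol), 288 (down with ethanol and up with a polyphenol), 509 (up with both polyphenols and not with ethanol) and 741 (down with both polyphenols and not with ethanol). CAR-deficient mice gave 863 (ethanol against control), 264 (EA against ethanol), 69 (RSV against ethanol), 1334 (EA against control), 969 (RSV against control) and 41 (EA against RSV). The numbers for the tabled probe sets were 89 (Table S3), 51 (Table S4) and 202 (Table S6). At an FDR of 0.025 it gave 1774 (EA against ethanol), 1298 (RSV against ethanol), 2960 (EA against control), 2815 (RSV against control) and 966 (EA against RSV) in wild-type mice. For the sets the numbers were 186 (up with ethanol and down with a polyphenol), 190 (down with ethanol and up with a polyphenol), 467 (up with both polyphenols and not with ethanol) and 576 (down with both polyphenols and not with ethanol). CAR-deficient mice gave 525 (ethanol against control), 148 (EA against ethanol), 45 (RSV against ethanol), 784 (EA against control), 568 (RSV against control) and 21 (EA against RSV). Ethanol against control in wild-type mice stayed within 1.5 times at both thresholds, with 2528 and 1793 for 2501.

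Without moderation of the variances limma called 94 (RSV against ethanol) in wild-type mice. The numbers for CAR-deficient mice were 95 (ethanol against control) and 53 (EA against control). The other 17 counts stayed within 1.5 times. A replicate block, the number in the sample titles, gave 1514 (ethanol against control), 675 (EA against ethanol), 85 (RSV against ethanol) and 4 (EA against RSV) in wild-type mice. For the sets the number was 36 (up with ethanol and down with a polyphenol). CAR-deficient mice gave 12 (ethanol against control), 9 (EA against control) and 14 (RSV against control). The numbers for the interaction of genotype and diet were 555 (ethanol against control), 19 (the averaged polyphenols), 21 (EA against ethanol) and 4 (RSV against ethanol). With only the 2 groups compared in the fit, and so fewer arrays for the variance, limma called 567 (ethanol against control), 111 (EA against ethanol), 1 (RSV against ethanol), 5465 (RSV against control) and 5 (EA against RSV) in wild-type mice. For the sets the numbers were 1 (up with ethanol and down with a polyphenol) and 3 (down with ethanol and up with a polyphenol). CAR-deficient mice gave 7 (ethanol against control), 11 (EA against control) and 12 (RSV against control).

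After quantile normalization between arrays the counts were 15234 (ethanol against control), 666 (EA against ethanol), 1428 (RSV against ethanol), 24188 (EA against control), 24999 (RSV against control) and 6 (EA against RSV) in wild-type mice. The numbers for the sets were 35 (down with ethanol and up with a polyphenol), 2886 (up with both polyphenols and not with ethanol) and 3679 (down with both polyphenols and not with ethanol). For CAR-deficient mice the numbers were 52 (ethanol against control) and 26 (EA against control). The interaction of genotype and diet gave 10411 (ethanol against control) and 33 (EA against ethanol). The share of calls that were higher went from 39.6% to 77.2% for ethanol against control, from 42.7% to 85.2% for RSV against ethanol, from 42.7% to 60.7% for EA against control and from 46% to 69.1% for RSV against control in wild-type mice, and for EA against RSV from 27.3% to 16.7%. The median difference of all probe sets moved by less than 0.1 in each, but the median standard deviation of a wild-type probe set was only 0.00022. For ethanol against control the median difference went from 1.97e-05 to 0.000215, and for RSV against control from 3.57e-05 to 0.000341. Whether shifts of this size made the added calls was not tested. After this normalization Timd4 was 0.00424 higher with ethanol, 0.00495 with EA and 0.00665 with RSV against control, Psmb2 was 0.0105 higher with EA against ethanol, and Sucla2 differed by -0.000939 with RSV against control, the reverse of each called direction. Psmb2 was also called 0.0322 higher with EA against control, where its difference had been -2.54e-05 and had not passed.

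Among probe sets above the median level, where fewer are tested, the counts were 1607 (EA against ethanol) and 375 (RSV against ethanol) in wild-type mice. The number for the sets was 89 (down with ethanol and up with a polyphenol). For CAR-deficient mice the number was 48 (RSV against control). The interaction of genotype and diet gave 84 (the averaged polyphenols). Leaving out probe sets shared between transcripts gave 5 (EA against RSV) in wild-type mice. The number for the interaction of genotype and diet was 2 (RSV against ethanol). Among uncompressed probe sets alone the counts were 727 (RSV against ethanol), 3427 (EA against control) and 3506 (RSV against control) in wild-type mice. For the sets the numbers were 112 (up with ethanol and down with a polyphenol), 91 (down with ethanol and up with a polyphenol), 462 (up with both polyphenols and not with ethanol) and 1041 (down with both polyphenols and not with ethanol). CAR-deficient mice gave 350 (ethanol against control), 365 (EA against control) and 276 (RSV against control). The numbers for the interaction of genotype and diet were 98 (ethanol against control), 6 (the averaged polyphenols) and 6 (EA against ethanol). Calls with a difference of at least 0.1 numbered 1129 (ethanol against control), 630 (EA against ethanol), 105 (RSV against ethanol), 2624 (EA against control), 2782 (RSV against control) and 6 (EA against RSV) in wild-type mice. For the sets the numbers were 41 (up with ethanol and down with a polyphenol), 23 (down with ethanol and up with a polyphenol), 384 (up with both polyphenols and not with ethanol) and 897 (down with both polyphenols and not with ethanol). CAR-deficient mice gave 92 (ethanol against control) and 50 (EA against control).

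With the correlation estimated, the lists that passed numbered 0 (ethanol against control), 0 (EA against ethanol), 0 (RSV against ethanol), 0 (EA against control), 0 (RSV against control) and 0 (EA against RSV) in wild-type mice. The numbers for CAR-deficient mice were 2 (ethanol against control), 0 (EA against ethanol), 0 (RSV against ethanol), 1 (EA against control), 3 (RSV against control) and 0 (EA against RSV). By fry they numbered 6 (RSV against ethanol), 16 (EA against control), 16 (RSV against control) and 0 (EA against RSV) in wild-type mice. For CAR-deficient mice the numbers were 6 (ethanol against control), 0 (EA against ethanol), 0 (RSV against ethanol), 5 (EA against control), 4 (RSV against control) and 0 (EA against RSV). With the mean over all probe sets of a gene the lists numbered 8 (EA against control) in wild-type mice. With 1 probe set per gene the count was 7 (Table S3) for the tabled probe sets.

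Leaving out 1 array at a time, with numbers for the replicates, moved several counts in wild-type mice. The 2501 for ethanol against control became 1330 to 2212, with 1488, 1601, 1330, 1331 and 1474 without ethanol 1 and 4 and control 2, 3 and 4. The 1066 for EA against ethanol became 336 to 1152, with 458, 681, 474, 336 and 468 without ethanol 1 and 4 and EA 2, 3 and 4. The 164 for RSV against ethanol became 0 to 569, with 35, 78, 43, 329, 7, 0 and 569 without ethanol 1, 3, 4 and 5 and RSV 1, 2 and 4. The 8885 for RSV against control became 5757 to 9186, with 5757 and 5759 without RSV 1 and 2. The 6398 for EA against control became 4489 to 5345. The 11 for EA against RSV became 4 to 15, with 5, 4 and 4 without RSV 4 and EA 2 and 4.

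Among the sets, the 70 for up with ethanol and down with a polyphenol became 23 to 114, with 23, 114, 41, 35, 23, 41, 33, 38 and 46 without ethanol 1, 3 and 4, EA 2, 3 and 4 and control 2, 3 and 4. The 54 for down with ethanol and up with a polyphenol became 19 to 78, with 20, 21, 21, 30, 20, 19 and 23 without ethanol 1, EA 2, 3 and 4 and control 2, 3 and 4. The 1259 for up with both polyphenols and not with ethanol became 885 to 1456. The 1879 for down with both polyphenols and not with ethanol became 1385 to 2274.

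In CAR-deficient mice, the 155 for ethanol against control became 6 to 125, with 47, 19, 20, 6 and 11 without ethanol 1 and 3 and control 1, 2 and 3. The 81 for EA against control became 6 to 14, with 12, 9, 8, 14, 6 and 8 without EA 1, 2 and 3 and control 1, 2 and 3. The 27 for RSV against control became 10 to 34, with 17, 10 and 10 without RSV 3 and control 2 and 3. EA against ethanol, RSV against ethanol and EA against RSV gave 0 by limma in each fit (3824, 2459 and 1342 at an unadjusted p under 0.05).

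For the interaction of genotype and diet, the 999 for ethanol against control became 597 to 1636, with 1636 and 597 without CAR-deficient ethanol 2 and CAR-deficient control 2. The 39 for the averaged polyphenols became 29 to 410, with 199, 151, 122, 410 and 238 without CAR-deficient RSV 2 and 3, CAR-deficient EA 1 and CAR-deficient ethanol 2 and 3. The 71 for EA against ethanol became 19 to 359, with 28, 42, 39, 33, 41, 25, 28, 19, 42, 41, 142, 118, 170, 161, 359 and 160 without wild-type ethanol 1, 3, 4 and 5, wild-type EA 1, 2, 3 and 4, wild-type control 2 and 4, CAR-deficient RSV 1, 2 and 3, CAR-deficient EA 1 and CAR-deficient ethanol 2 and 3. The 0 for RSV against ethanol became 0 to 139, with 3, 1, 1, 5, 2, 4, 1, 2, 4, 73, 31, 1, 2, 5, 4, 139, 59 and 1 without wild-type ethanol 1, 3, 4 and 5, wild-type RSV 3 and 4, wild-type control 2 and 4, CAR-deficient RSV 1, 2 and 3, CAR-deficient EA 1, 2 and 3, CAR-deficient ethanol 1, 2 and 3 and CAR-deficient control 1.

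Lists that passed in wild-type mice: the 10 for ethanol against control became 10 to 13. The 9 for EA against ethanol became 8 to 13. The 11 for RSV against ethanol became 8 to 15. The 5 for EA against control became 3 to 9, with 8, 3, 9 and 8 without EA 1 and 3 and control 3 and 4. The 5 for RSV against control became 4 to 6. The 10 for EA against RSV became 9 to 12. In CAR-deficient mice the 13 for ethanol against control became 10 to 15. The 3 for EA against ethanol became 1 to 7, with 6, 1, 7 and 1 without EA 1 and 3 and ethanol 2 and 3. The 4 for RSV against ethanol became 2 to 8, with 2, 8 and 8 without RSV 2 and ethanol 1 and 2. The 9 for EA against control became 7 to 12. The 12 for RSV against control became 10 to 14. The 1 for EA against RSV became 0 to 11, with 6, 4, 3, 11 and 0 without RSV 1, 2 and 3 and EA 1 and 2.

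The separation of wild-type ethanol arrays from polyphenol arrays kept a p between 0.00303 and 0.00606 in these fits. In CAR-deficient mice the p lay between 0.0536 and 0.393, the latter without ethanol replicate 1, where the difference also changed sign. The Spearman distance, the 1000 probe sets of largest variance and unit variance left both on their side of the threshold.

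Of 2292 differences of named genes, the rank product at an FDR of 0.05 added a call to 606 and removed it from 14, and at 0.025 the numbers were 474 and 30, without a change of direction. The unmoderated fit removed 34 calls and the difference of at least 0.1 removed 13. Quantile normalization added 72 and removed 20, moved 46 and reversed the 6 above. Probe sets above the median added 50, those without shared sets added 1 and removed 2, and uncompressed ones alone added 157. A replicate block removed 94, added 24 and moved 38, and fits of 2 groups removed 170 and added 24. Over 16044 refits without 1 array, 735 calls were lost, 82 gained and 1149 values moved, none in direction.

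What signal over background limits cannot be read from the deposited values, since each probe set has been rescaled and detection calls were not analysed here. The spread was at most 0.01 for 85.3% of wild-type and 79.3% of CAR-deficient probe sets, and small differences there can pass a test without a size that can be measured.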

Differences from the paper's values

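The paper selected probe sets by the rank product and gives an FDR of 0.025 in its text and 0.05 in the legend of Fig. 2, while the counts of this re-analysis come from limma at an adjusted p of 0.05, so the thresholds differ. Values of the figure were read by eye.

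The rank product at an FDR of 0.05, set before the data were examined, brought each of the following counts within 1.5 times the paper's. For EA against ethanol, 497 probe sets were higher (the paper's value is about 1100 in Fig. 2, read by eye) and 569 lower (the paper's is about 1400 in Fig. 2, read by eye). For RSV against ethanol, 70 were higher (the paper's is about 860 in Fig. 2, read by eye) and 94 lower (the paper's is about 1100 in Fig. 2, read by eye). With EA against control, 2729 were higher (the paper's is about 1600 in Fig. 2, read by eye) and 3669 lower (the paper's is about 2200 in Fig. 2, read by eye). With RSV against control, 4084 were higher (the paper's is about 1500 in Fig. 2, read by eye) and 4801 lower (the paper's is about 2100 in Fig. 2, read by eye). Raised by ethanol and lowered by a polyphenol were 70 probe sets (the paper's 323), lowered and then raised 54 (the paper's 287), raised by both polyphenols and not by ethanol 1259 (the paper's 514) and lowered by both and not by ethanol 1879 (the paper's 742).

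At an FDR of 0.05 the rank product gave 1125 and 1394 for EA against ethanol, 857 and 1086 for RSV against ethanol, 1610 and 2212 for EA against control, 1459 and 2141 for RSV against control, and 324, 288, 509 and 741 for the 4 sets. The rank product at an FDR of 0.025 also came within 1.5 times for the probe sets raised by EA or RSV against ethanol, for the 4 counts against control and for the sets of 514 and 742, and not for the 4 others. Leaving out shared probe sets did so for the counts of EA against control, in both directions, as did each of the 8 fits without 1 array. Quantile normalization did so for the probe sets raised by RSV against ethanol, and the fit of 2 groups for those lowered by RSV against control. The remaining alternatives set before the data were examined left each of these counts more than 1.5 times from the paper's. Ethanol against control gave 991 higher and 1510 lower, within 1.5 times of the paper's 1053 and 1461.

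Some genes went another way than the paper states, judged by the rank product at an FDR of 0.05 on the probe set of highest level. The paper has Cry1 raised by the polyphenols alone in its Results and names Cry2 in its Discussion. Cry1 was called lower here with ethanol and with both polyphenol diets against control (differences of -0.35 with EA and -0.37 with RSV), while Cry2, Per1, Per2 and Per3 were called higher with both. Pitpnc1 and Slc16a10 were not called lower with ethanol on that probe set, and were on the ones Table S4 names (a difference of -0.82 and -0.33). Hmgcs1 and Sqle, which the paper has lowered by ethanol and raised by the polyphenols, were called lower with EA against ethanol (-0.316 each). With RSV against ethanol they were called higher (0.464 and 0.47). The tabled probe sets that passed in the paper's direction numbered 14 of 89 for Table S3, 4 of 51 for Table S4 and 126 of 202 for Table S6 by limma, and 89, 51 and 202 by the rank product at an FDR of 0.05.

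In the paper, a set raised only by the polyphenols holds Idh2, Tdo2, Nampt and Gch1. The rank product called these higher with ethanol already, and limma called Idh2 and Tdo2. It called Otc and Hsd17b4 in no comparison, and Mthfd1 only with RSV against control. Cpt1a and Dbp, of the same set, were called lower with ethanol and higher with both polyphenols against ethanol.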

Other observations

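The splits of the arrays in this part were chosen only after the results were seen. Each is set beside the count of probe sets it tests.

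In wild-type mice, each of the 35 splits of the 8 arrays into groups of 4 was tested with limma. Chance can be excluded for ethanol against control (2501, the highest other split 13), EA against ethanol (1066, highest other 2), RSV against control (8885, highest other 61) and EA against RSV (11, highest other 1). For EA against control the real split gave 6398 and the highest other 1. There the residuals of each pair of the same replicate number correlated (0.568, 0.303, 0.157 and 0.277). The splits did not keep such pairs together, so they exclude chance there only if these arrays are not paired. Exchanges within pairs alone are too few for a share under 0.05. Chance cannot be excluded for RSV against ethanol, where the real split gave 164, 2 of 35 splits gave as many and the highest other gave 1134. That split set ethanol replicate 5 and RSV replicates 1, 2 and 3 against ethanol replicates 1, 3 and 4 and RSV replicate 4, which points to a structure of the samples other than diet.

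The CAR-deficient arrays allow 10 splits of 3 against 3, too few for a share under 0.05. The real values and the highest others were 155 and 0 for ethanol against control, 81 and 0 for EA against control, 27 and 1 for RSV against control, 0 and 0 for EA against ethanol, 0 and 1 for RSV against ethanol and 0 and 7 for EA against RSV. In the last 3 comparisons limma called 0 and each of the 10 splits gave as many, with 3824, 2459 and 1342 at an unadjusted p under 0.05 and 264, 69 and 41 by the rank product at an FDR of 0.05.

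Further lists in ethanol against control of wild-type mice gave, by limma and then by camera with a preset and with an estimated correlation, the following. For the metabolism of sugar and the cell cycle they were glycolysis 0 higher and 0 lower of 6 (adjusted p = 0.24, and 0.69), immediate early genes 0 higher and 0 lower of 12 (adjusted p = 0.35, and 0.76) and cell cycle 0 higher and 0 lower of 12 (adjusted p = 0.094, and 0.69). Liver zones, lymphocytes and stellate cells gave periportal hepatocyte genes 1 higher and 0 lower of 8 (adjusted p = 0.24, and 0.69), lymphocyte markers 0 higher and 1 lower of 9 (adjusted p = 0.92, and 0.96) and stellate cell and fibroblast markers 0 higher and 0 lower of 10 (adjusted p = 0.76, and 0.9). Other cell types gave bile duct cell markers 0 higher and 1 lower of 6 (adjusted p = 0.8, and 0.9), red blood cell markers 0 higher and 0 lower of 4 (adjusted p = 0.51, and 0.76), adipocyte markers 0 higher and 0 lower of 4 (adjusted p = 0.66, and 0.76) and exocrine pancreas markers 0 higher and 1 lower of 8 (adjusted p = 0.31, and 0.69).

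The mean correlation with the other arrays of the diet, after centring each uncompressed probe set, was -0.0539 for ethanol replicate 5 of the wild-type mice and -0.328 for RSV replicate 3 of the CAR-deficient mice. In the fits without control replicate 2 of the CAR-deficient mice, ethanol against control gave 6 probe sets in place of 155.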
